# Strain-specific strategies of 2′-fucosyllactose, 3-fucosyllactose, and difucosyllactose assimilation by *Bifidobacterium longum* subsp. *infantis* Bi-26 and ATCC 15697

**DOI:** 10.1038/s41598-020-72792-z

**Published:** 2020-09-28

**Authors:** Bryan E. Zabel, Svetlana Gerdes, Kara C. Evans, Derek Nedveck, Suzanne Koch Singles, Barbara Volk, Charles Budinoff

**Keywords:** Biochemistry, Cell biology, Genetics, Microbiology, Molecular biology

## Abstract

Human milk provides essential nutrients for infant nutrition. A large proportion of human milk is composed of human milk oligosaccharides (HMOs), which are resistant to digestion by the infant. Instead, HMOs act as a bioactive and prebiotic enriching HMO-utilizing bacteria and cause systematic changes in the host. Several species of *Bifidobacterium* have been shown to utilize HMOs by conserved, as well as species-specific pathways, but less work has been done to study variation within species or sub-species. *B. longum* subsp. *infantis* is a prevalent species in the breast-fed infant gut and the molecular mechanisms of HMO utilization for the type strain *B. longum* subsp. *infantis* ATCC 15697 (type strain) have been well characterized. We used growth, transcriptomic, and metabolite analysis to characterize key differences in the utilization of 2′FL, 3FL and DFL (FLs) between *B. longum* subsp. *infantis* Bi-26 (Bi-26) and the type strain. Bi-26 grows faster, produces unique metabolites, and has a distinct global gene transcription response to FLs compared to the type strain. Taken together the findings demonstrate major strain specific adaptations in Bi-26 to efficient utilization of FLs.

## Introduction

Human milk is recognized as the optimal food source for infant nutrition, providing the infant with the needed macronutrients, micronutrients and growth promoting factors needed for infant development, with its composition changing with age or needs of the infant^1,2^. A unique characteristic of human milk is the large proportion of non-digestible, human milk oligosaccharides (HMOs), with their total concentration of 5–20 g/L only exceeded by lactose and total lipids^1^. HMOs nutritional value for an infant is negligible, as intestinal human enzymes do not hydrolyze the majority of the glycosidic bonds found in these compounds, yet they act as a bioactive compound providing an array of benefits to the infant, including anti-adhesive effects against pathogens, anti-inflammatory modulation of the intestinal epithelial response, and development of the immune system. Importantly HMOs also function as prebiotics for beneficial bacteria, enriching the populations capable of efficiently utilizing these substrates in the developing infant colon, often dominated by bifidobacteria^3–6^.

Over 200 structurally distinct HMOs have been identified^7^ with chain lengths from 3 to 15 carbohydrate units, composed of five monosaccharides: glucose, galactose, *N*-acetylglucosamine, fucose, and *N*-acetylneuraminic acid (also known as sialic acid). These core oligosaccharides are often fucosylated by adding fucose (via α1–2/3/4 linkages) and/or sialylated by adding sialic acid via 2–3/6 linkages^5,8,9^. In spite of this complexity, a relatively small number of HMO species can represent up to 70% of the total in an individual mother’s milk^10^. Most women primarily produce fucosylated HMOs with 2′-fucosyllactose (2′FL), 3-fucosyllactose (3FL) and difucosyllactose (DFL or LDFT) being the simplest forms. Typically, fucosylated HMOs make up the majority (> 40%) of the total HMOs found in breast milk unless the milk is derived from non-secretor and/or Lewis negative mothers^8,9,11^. The fucosylated trisaccharide 2′-fucosyllactose (Fucα1–2Galβ1–4Glc, 2′FL) is the most abundant HMO^8,9,11^ representing from 12 to 45% of the total HMO content in individual mothers’ milk^12^, while 3-fucosyllactose (Galβ1–4(Fucα1–3)Glc, 3FL) is less abundant, representing from 0.5% to 3% of total HMOs^12^.

Bifidobacteria are Gram-positive anaerobes belonging to the Actinobacteria phylum. They are important commensals of the human gut and are enriched in the infant gut, especially in breast-fed infants^13,14^. The genus *Bifidobacterium* encompasses 70 recognized species and 10 subspecies^15^, while only a few species are capable of utilizing HMOs as their sole carbon source and are prevalent in the gut microbiota of breastfed infants^13,14^. These are typically dominated by the species *B. breve*,* B. longum* subsp. *longum* and *B. bifidum*, with *B. pseudocatenulatum*,* B. longum* subsp. *infantis*,* B. longum* subsp. *suis*, and *B. kashiwanohense* occurring at lower frequency^14,16–19^. However, there does not seem to be a strict divide between infant and adult associated bifidobacterial taxa, understandable in the light of vertical transfer of bifidobacterial species from mother to infant, which can include adult symbionts such as *B. adolescentis*^13^.

The physiology and molecular mechanisms of HMO utilization for the type strain *B. infantis* ATCC 15697 have been extensively studied. However, less research has evaluated strain-level variation in these mechanisms across this subspecies*.* In this study we used comparative genomics, metabolite analysis and transcriptomics to analyze the growth of the type strain and *B. infantis* strain Bi-26 (Bi-26) on 2′FL, 3FL, and DFL (FLs) as sole carbon sources. Our results suggest that Bi-26 and the type strain utilize different metabolic strategies during growth on FLs. Namely, the type strain is a generalist, utilizing different fractions of HMO equally, while Bi-26 is specifically adapted for fast and efficient utilization of FLs.

## Results

### Genomics overview of the *B. longum* subsp.* infantis* group

We identified 30 publicly available genomes that cluster with the type strain (ATCC 15697) to explore the genomic variation in *B. longum* subsp. *infantis* strains (Fig. 1). Since many *B. longum* genomes in the public databases are not typed to the subspecies or are misidentified (highlighted blue in Fig. 1), we used robust tree building to identify all *B. longum* genomes that fall into the *B. infantis* subspecies clade*.*

**Figure 1:**
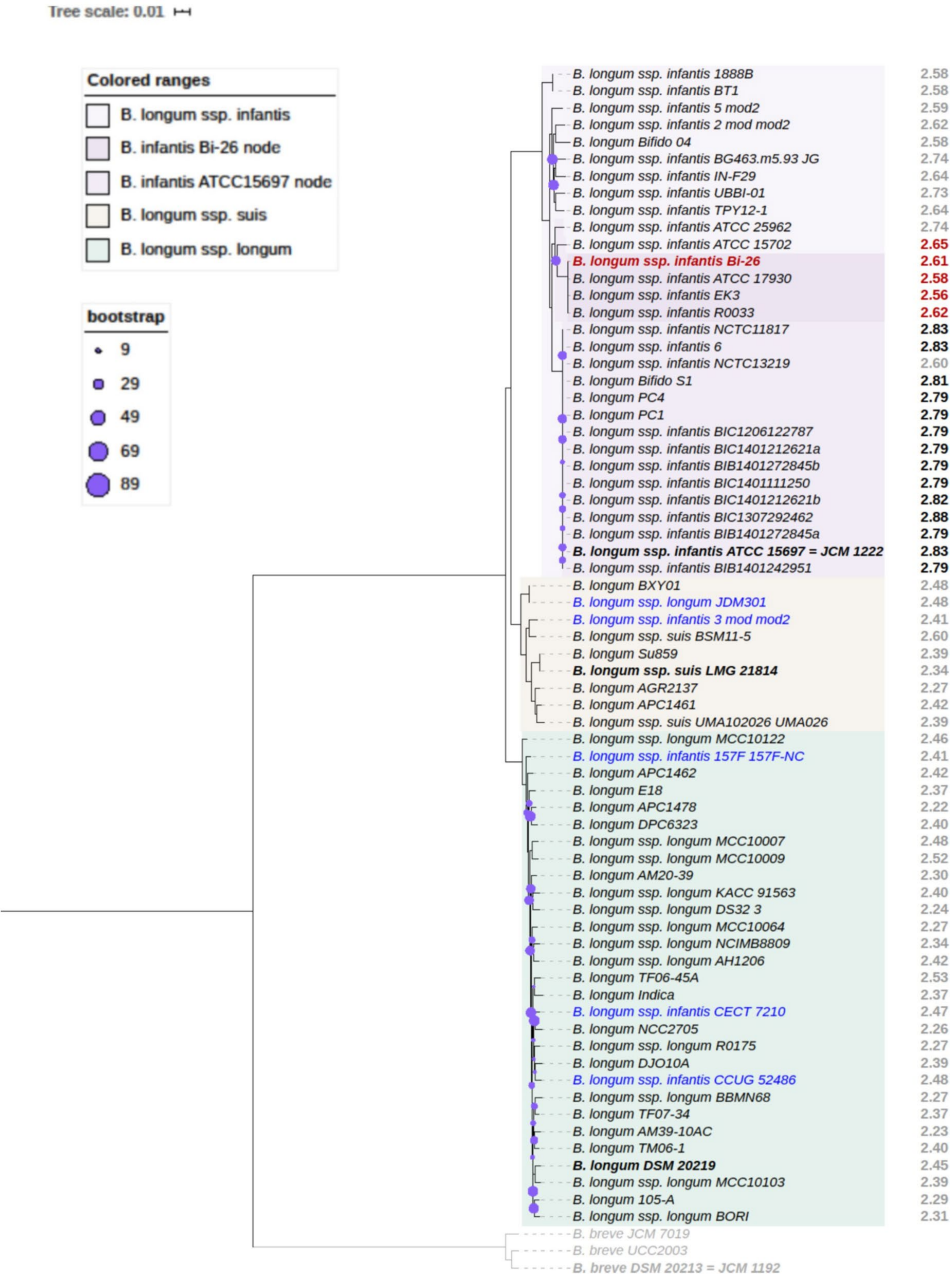
Phylogenetic tree of the *B. longum* species based on 500 core proteins using RAxML in the Phylogenetic Tree Building Service of the PATRIC database^84^. Support values were generated using 100 rounds of the ‘Rapid’ bootstrapping option of RAxML and only bootstrap values lower than 90 are shown. Tree scale is given in amino acid substitutions per site. Genome sizes (Mb) are shown to the right of each leaf: genomes larger than 2.75 Mb are in black, and genomes of 2.74 Mb or smaller and in gray, except those clustering with the Bi-26 node (red). Genomes from the subspecies *B. longum* subsp. *suis* are shown in beige and *B. longum* subsp. *infantis* in purple, with the Bi-26 clade highlighted in deeper shade. Representative genomes from the subspecies *B. longum* subsp. *longum* (turquoise) were chosen for the maximum representation of the inter-subspecies diversity from ~ 300 nonredundant genomes of this subspecies available in PATRIC as of October 2019. Several *B. breve* genomes (sister clade) included for rooting (shown in gray). Type strains are in bold. Organism names are shown as they appear in public databases; about a third of the *B. longum* species genomes are currently not typed to the subspecies level or are misidentified (shown in blue).

Our strain of interest, Bi-26, clusters in a separate sub-clade from the type strain. The genomes of Bi-26 and the type strain are composed of 2,608,123 bp and 2,832,748 bp, respectively, and contain 2411 and 2486 coding sequences (CDS), respectively. While both genomes have a similar number of coding genes, only 80% of these CDSs are orthologous (~ 1960 genes). The strain-specific genes (505 in Bi-26 and 580 in the type strain) largely fall into the following categories: EPS/capsular biosynthesis enzymes, restriction-modification systems, transporters, mobile elements, and hypotheticals. The type strain genome is 8% (224.6 kb) larger than Bi-26, with three quarters of the difference due to a large 164.7 kb genomic island (Blon_1175–Blon_1354) devoid of almost any genes with identifiable functions, except those potentially associated with prophage or mobile elements. This island has been reported before in ATCC 15697 as ‘a very large phage insert, region M-3 rich in mobile elements’^20^. This genomic island can be found in whole or in part in less than a dozen (as of April 2020) other *B. longum* genomes in public databases out of ~ 1200 total. The fact that so few genomes in the *B. longum* species carry this locus indicates that it is unessential for *B. longum* survival. The remainder of the genome size difference is due to selected gene loss in Bi-26, largely of various transporters and glycosidases, which likely reflects adaptation to utilization of specific carbohydrates (illustrated in Fig. 7). Analysis of the presence or absence of orthologous genes between the genomes of Bi-26 and the type strain showed that the complement of core metabolic enzymes involved in HMO utilization identified earlier in the type strain^20–22^ and other bifidobacterial strains and species^23–25^ is stable, while the set of HMO transporters and glycosidases varies between the two strains. The metabolic map of FL utilization by Bi-26 (Fig. 2) shows the expected metabolites produced and the genes necessary to process FLs (Supplemental Table 2). Out of 17 HMO utilization genes missing from Bi-26, 11 encode subunits of transporters of various substrate specificity and 4 pertain to glycosidases (two β-galactosidases and two α-fucosidases) (Fig. 7).

**Figure 2:**
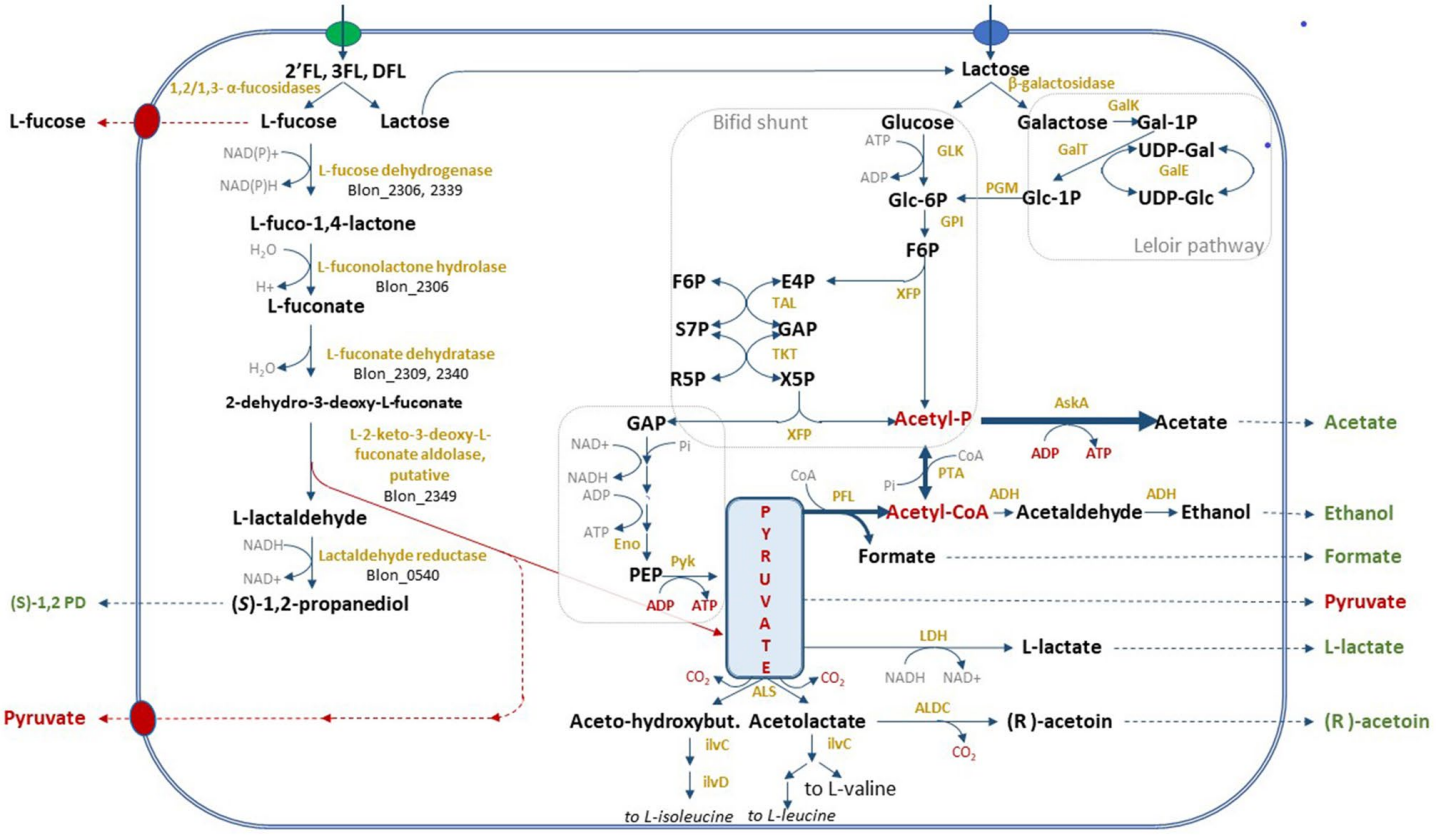
*Bifidobacterium longum* subsp. *infantis* metabolic pathway for utilization of 2′FL, 3FL, DFL and their constituent monosaccharides. FLs are internalized by ABC transporters and hydrolyzed intracellularly by a set of β-galactosidases and α-fucosidases of various substrate specificities (listed in Fig. 7). The resultant monosaccharides enter the Bifid shunt and fermentative pathways characteristic of this taxon. L-fucose catabolism in bifidobacteria has not yet been fully elucidated and is depicted as predicted in^19,23^ with modifications. Known or predicted genes implicated in L-fucose catabolism are shown as Blon IDs. The central role of the pyruvate node for metabolism of small fucosylated HMOs is highlighted. Dissipation of the excess of L-fucose via yet unidentified efflux transporters for fucose and pyruvate is shown on the left. Enzymes are in gold, compounds in black, secreted fermentation end products are in green or red (for pyruvate). See Supplemental Table 2 for explanation of abbreviations.

Comparison of genome sizes between the 30 *B. longum* subsp. *infantis* strains in Fig. 1 shows that the entire group of *B. infantis* genomes that fall on the same node with Bi-26 are smaller than genomes clustering with the type strain. The average genome size of the former group is 2606 kb, while the average size of the latter group is 7.3% larger: 2796 kb (Fig. 1).

Also of interest was a transposase insertion in the antiterminator required for activity of the β-glucoside-specific PTS transport system (Blon_2183) involved in recognition and uptake of glucose from the external environment^26^. This transposase is not present in Bi-26, but present in the type strain and several other strains of the subspecies.

### Growth of Bi-26 and the type strain on FLs

Growth of Bi-26 and the type strain was monitored (OD_600_) in mBasal media over 24 h. To determine potential growth differences, the strains were grown on 2′FL, 3FL, DFL, lactose, glucose or fucose as the sole carbon source. Maximum growth was seen with lactose for the type strain and glucose for Bi-26 with nearly identical final cell density measurements (Fig. 3A). While both strains grew similarly on lactose, the type strain only reached half the cell density of Bi-26 when grown on glucose (Fig. 3D).

**Figure 3:**
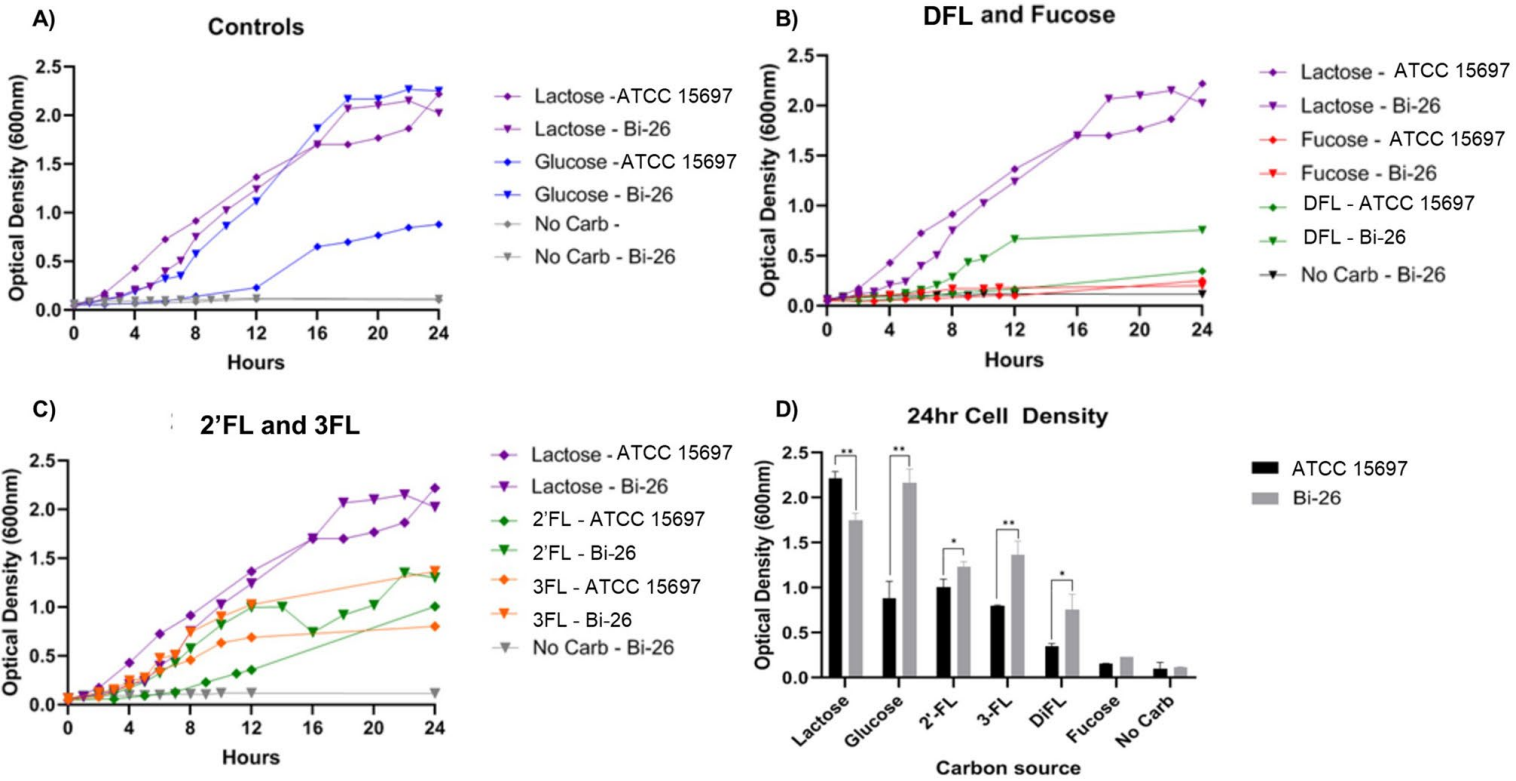
HMO growth and utilization for Bi-26 and ATCC 15697. Cell density (OD_600_) was measured every 1–2 h for 24 h with glucose, lactose, 2′FL, 3FL, DFL, or fucose as the sole carbon source (**A**–**C**). Growth curve values are an average of 3 independent experiments. Cell density measured at 24 h (**D**). Tests of difference between Bi-26 and the type strain were done using unpaired t-tests. Error bars represent 1 standard deviation from the mean (n = 3). Bi-26 had higher cell density measurements at 24 h in all conditions except fucose and lactose (however, Bi-26 cell density exceeded that of the type strain on lactose at the three earlier time points). *p value ≤ 0.05; **p value ≤ 0.005.

For both strains, growth on 2′FL and 3FL resulted in a lower cell density at 24 h (Fig. 3D) compared to lactose. The type strain grew significantly slower on 2′FL compared to 3FL with only the 24-h time point results showing less growth on 3FL than on 2-FL (Fig. 3C). Bi-26 showed significantly faster growth (Fig. 3C) and higher final cell density than the type strain on 2′FL and 3FL (Fig. 3D). When comparing DFL growth the type strain had about half of the final cell density compared to the other FLs with Bi-26 producing a significantly higher cell density on this carbon source than ATCC 15697 (Fig. 3B).

To determine if the observed growth patterns matched the consumption of FLs, we used HPLC to measure the concentration of FLs in the media after 24 h of growth. Both strains consumed around 40–50% of the available FLs (Fig. 4A). There was no measurable difference in the amount of 2′FL, 3FL and DFL consumed by Bi-26 and the type strain after 24 h despite Bi-26 reaching a higher cell density at 24 h. When the strains were grown on fucose alone, little cell mass was created, and the final cell density was not significantly different compared to the no carbohydrate added control. pH greatly differed with Bi-26 maintaining a significantly lower terminal pH (Fig. 4B) compared to the type strain in all cases but lactose and fucose.

**Figure 4:**
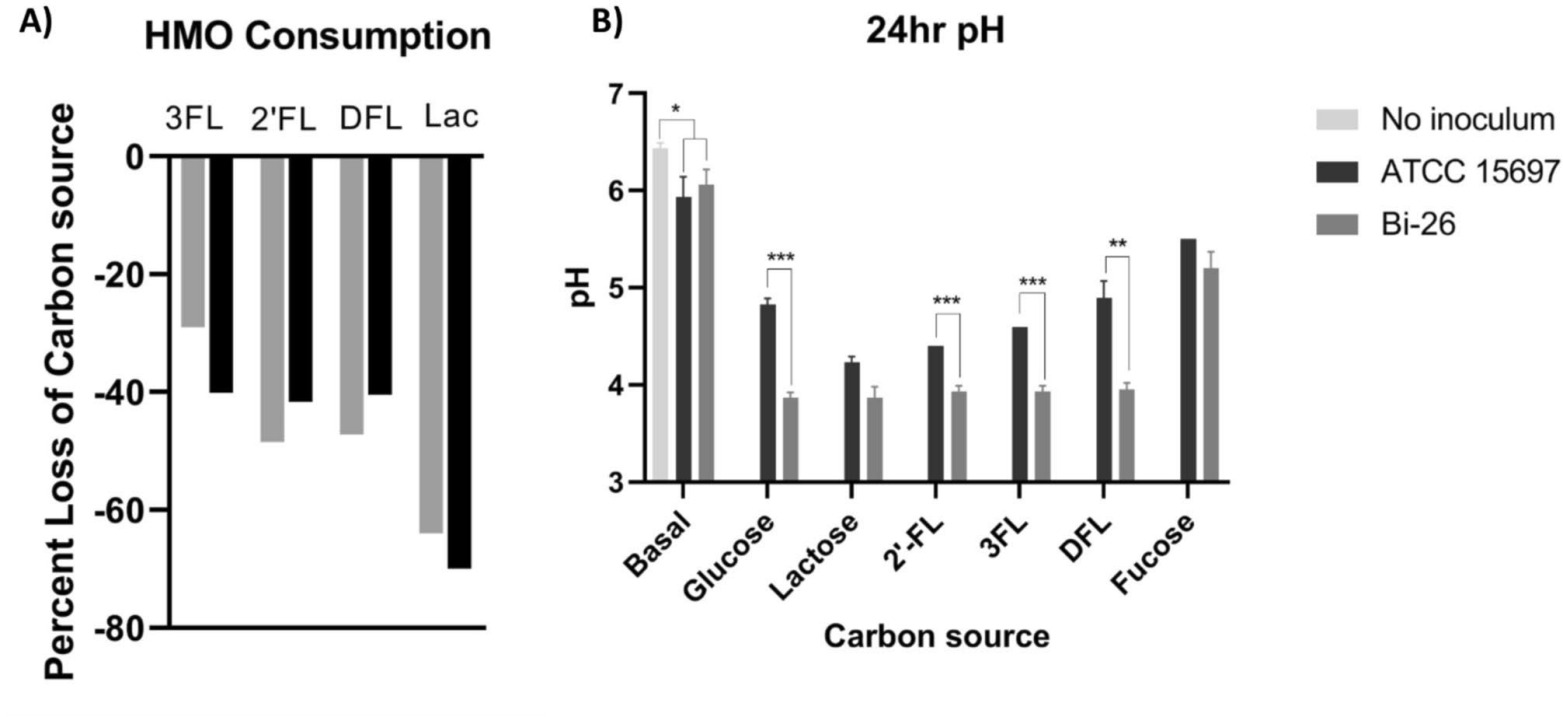
2′FL, 3FL, DFL, and lactose were measured using HPLC and consumption was calculated as a percentage of HMO or lactose lost from the media after 24 h (**A**). The pH was measured (**B**) after 24 h on each carbon source (n = 3). Significance was determined by unpaired t-test in PRISM and error bars represent 1 standard deviation from the mean. Fermentation by both strains caused acidification of the media. Overall, Bi-26 caused more acidification than the type strain except when grown on fucose (*p* value = 0.1) or lactose (*p* value = 0.0533). *p value ≤ 0.05; **p value ≤ 0.006; ***p value ≤ 0.0002.

Overall the two strains displayed different growth rates, pH, and 24-h cell density for all the FLs tested, with Bi-26 displaying slightly better utilization of all three FL compounds.

### Analysis of metabolites produced during growth on FLs

Metabolites produced by Bi-26 and the type strain were measured when grown on FLs and lactose to determine if the observed differences in growth and media acidification were associated with secretion of different metabolites. Metabolites from the supernatant were measured at 0.10–0.20 OD_600_ (T1, entering logarithmic growth) and collected at the termination of growth at 24 h (T4). Additional timepoints for Bi-26 were taken at OD_600_ of 0.4–0.6 (T2) and OD_600_ of 1.0 (T3) to further characterize how FLs are metabolized (Supplemental Fig. 1).

We first measured the secretion of fermentation end products such as formate, lactate, and acetate. Unsurprisingly, there was no significant production of fermentation end products for either strain in mBasal media with no carbon source (not shown). During growth on FLs, both strains differed significantly regarding the concentration and ratio of fermentation end products that were produced by 24 h (Fig. 5). Bi-26 produced higher concentrations of acetate, lactate and formate than the type strain. Acetate was produced at the highest concentration for both stains, but they differed in the second most abundant product being formate for the type strain and lactate for Bi-26. This resulted in a very different ratio of lactate to formate between the two strains with a ratio range of 0.33–0.52:1 for the type strain and 1.64–2.49:1 for Bi-26 (Supplemental Table 3).

**Figure 5:**
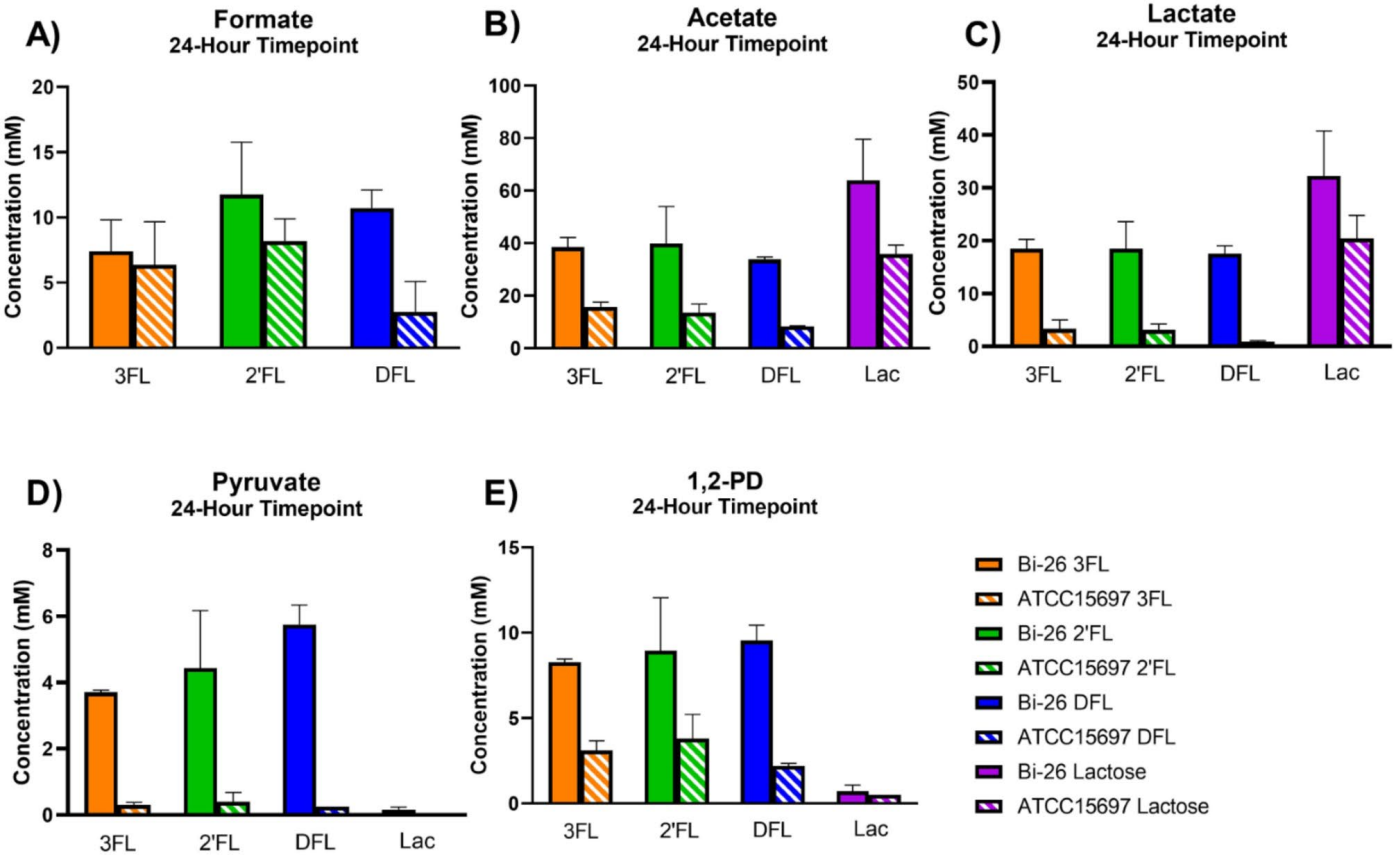
End products of fermentation grown on lactose or FLs measured via HPLC. Concentrations (mM) of formate (**A**), acetate (**B**), lactate (**C**), pyruvate (**D**), and 1,2-PD (1,2-propanediol) (**E**) at the 24-h time point are shown for ATCC 15697 and Bi-26. Two replicates of each sample were performed, and the error bars represent 1 standard deviation from the mean. Overall Bi-26 produced more lactate, acetate, formate, 1,2-PD and pyruvate when grown on FLs. Pyruvate was unique to Bi-26 and FL growth, with none being produced when grown on lactose. The data for all timepoints for Bi-26 is shown in Supplemental Fig. 1.

Metabolism of FLs releases fucose which is further metabolized to 1,2-propandiol (1,2-PD)^19^. As expected, 1,2-PD was only detected in samples grown on FLs. In Bi-26, levels of 1,2-PD began to rise during the T2 timepoint (Supplemental Fig. 1), and the terminal concentration of 1,2-PD was twice as high in Bi-26 as compared to the type strain (Fig. 5E). Bi-26 produced the same level of 1,2-PD for all three FLs tested while the type strain produced less on DFL, likely due to poor utilization of this compound by this strain.

Pyruvate levels began to rise for Bi-26 during the T3 timepoint (Supplemental Fig. 1) for the fucosylated HMOs, while it is never present in the lactose grown samples (Fig. 5D). The type strain shows baseline pyruvate accumulation with all samples whereas Bi-26 had levels far exceeding baseline at > 3.5 mM for samples grown on FLs.

When looking at the ratio of acetate to lactate (Supplemental Table 3), Bi-26 maintained a ~ 2:1 ratio during growth on lactose, as well as on all three FL species, while for the type strain this ratio differed fivefold from 1.75:1 on lactose, to 4.37:1 on 2′FL, 4.75:1 on 3FL, and 9.33:1 ratio on DFL. This ratio inversely correlated with growth data showing the highest terminal growth (lactose) yielding the lowest ratio while the lowest terminal growth (DFL) having the highest ratio.

These results show significant differences in metabolite production during FL utilization, potentially indicating specific adaptations evident in Bi-26 to grow efficiently on FLs, the HMO species with the highest molar ratio of fucose to lactose (2:1 DFL, 1:1 other FLs).

#### Transcriptomic signatures of Bi-26 and ATCC 15697

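RNA was sequenced from cultures of *B. infantis* Bi-26 and of the type strain in mBasal medium, in 41 libraries. The 27 Bi-26 libraries came from cultures on lactose, 2′FL, 3FL and DFL at the T1, T2 and T3 timepoints, with n = 2 for each condition, and from cultures with no carbon source, with n = 1 at T1 and n = 2 at T2. The 14 type strain libraries came from T2 cultures on lactose, glucose, fucose, 2′FL, 3FL and DFL and with no carbon source, each with n = 2. The methods give optical densities of 0.10 to 0.20 at T1, 0.30 to 0.55 at T2 and 0.73 to 1.05 at T3, and sampling at 12 h after inoculation for T2 of the no carbon and fucose cultures. The library labels give 0.2 for T1, 0.5 to 0.9 for T2 and for every no carbon library, and 1.0 or more for T3. The carbon source was at 2% in the methods and at 1% in the labels. The methods add that global expression profiles helped to match the samples where the growth of the strains differed. In those cases the matching was not independent of expression. The authors subsampled the paired-end reads, aligned them with the Geneious aligner and counted them on protein-coding genes. The methods name the Bi-26 genome as the reference, while the coordinates of the type strain table lie within the type strain genome. The deposited values are expected read counts without normalization, of which 46.0% in the type strain and 50.4% in Bi-26 are fractions of a read.

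The counts were rounded and compared with the quasi-likelihood test of edgeR with TMM normalization, in 1 fit per strain with 1 group per condition. The default filter on low counts removed no gene, so 2416 genes of the type strain and 2411 of Bi-26 were tested. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.5, the thresholds of the methods and of the Fig. 6 legend. Every log2 fold change has the named carbon source in the numerator and no carbon at T2 in the denominator unless stated otherwise. Its standard error (SE) was taken as its size divided by the square root of the F statistic. On simulated counts with 200 changed genes, the DFL comparison recovered 170 in the type strain and 186 in Bi-26, with 2 and 1 unchanged genes called. All planted changes were well past the fold threshold, so the recovery of changes near it is not known. Each library was left out in turn, in which case the lone library of its group was assumed to vary like the other groups. The tables list genes by product and coordinates without Blon IDs. The Blon IDs used here were placed by matching the products and their order in Fig. 7 and the text to the products along each chromosome, for 105 genes in the type strain and 88 in Bi-26. Reads of near-identical copies, among them Blon_0131 and Blon_0136, Blon_0248 and Blon_0426, and the repeated transporter genes of HMO-1, could have been divided between the copies.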

Transcriptomics was performed to determine differences in gene expression between Bi-26 and the type strain when grown on FLs, lactose, glucose and the no carbon source control. 

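The type strain libraries held 284195 to 3110909 reads on genes, with a median of 2191458, and the Bi-26 libraries 4271982 to 9839579, with a median of 7071035. Most Bi-26 totals were above the subsample size that the methods give. Type strain libraries held 457300 and 815899 reads with no carbon (median 636600), 284195 and 2246550 on DFL (1265373), 2650185 and 2721355 on 2′FL (2685770), and 1948451 and 2321772 on 3FL (2135112). They held 1801747 and 3110909 reads on lactose (2456328), 2102057 and 2394290 on glucose (2248174), and 2136366 and 2542382 on fucose (2339374). In Bi-26 at T2 the libraries held 4271982 and 4766340 reads with no carbon (4519161), 6798826 and 8244835 on lactose (7521831), 7404258 and 9839579 on 2′FL (8621919), 6258218 and 9334489 on 3FL (7796354), and 6504910 and 9105942 on DFL (7805426). The no carbon T1 library held 5880512 reads. At T1 the libraries held 6415834 and 7611669 reads on lactose (7013752), 6617934 and 7577163 on 2′FL (7097549), 6344292 and 7071035 on 3FL (6707664), and 7764984 and 9018499 on DFL (8391742). At T3 they held 6220640 and 7434393 on lactose (6827517), 7469494 and 8290617 on 2′FL (7880056), 6876922 and 7324696 on 3FL (7100809), and 6514913 and 6744158 on DFL (6629536). Replicates of a condition differed by 2.18 to 109 times the counting noise in the type strain and by 50.7 to 446 times in Bi-26 (chi-square per degree of freedom), so the errors given here rest on the spread of n = 2 libraries. In Bi-26 a hypothetical gene with a coding length of 123 bases (1036965 to 1037087) took 43.9% and 73.6% of the reads of the no carbon T2 libraries, 25.4% of the no carbon T1 library, and 5.10% to 17.9% of the other 24. The TMM factors of the no carbon T2 libraries were 0.783 and 0.245 in Bi-26 and 0.798 and 1.16 in the type strain.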

Key metrics and statistics for all RNA-seq experiments are summarized in Supplemental Table 1.

Firstly, to determine overall differences we assessed the global patterns of transcription on Bi-26 and the type strain with principal component analysis (PCA). The PCA of Bi-26 (Supplemental Fig. 2A) showed that the different carbohydrate sources seem to be explained mostly by differences in PC1 (47% variance), and the separation of the groups on PC2 lines up with the different timepoints (21% variance), showing that most of the variation is due to carbohydrate source followed by growth stage of the culture.

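Principal components were computed here from log2 CPM with TMM scaling and a prior count of 2, with all genes centered and not scaled. In the 27 libraries of Bi-26, PC1 held 35.7% of the variance and PC2 25.1%. Grouping by carbon source, with no carbon as one of the groups, accounted for 86.6% of the variance of PC1 and 2.58% of that of PC2. Grouping by timepoint accounted for 16.0% of the variance of PC1 and 76.6% of that of PC2. The largest move came with the 3 no carbon libraries left out, an alternative chosen after the data were seen. The 24 other libraries had a PC1 with 42.3% of the variance, of which timepoint accounted for 88.5% and carbon source for 1.44%. Their PC2, with 15.2% of the variance, followed carbon source at 91.3% and timepoint at 0.643%. The 500 most variable genes after the variance-stabilizing transformation of DESeq2 gave 42.5% for PC1 and 24.7% for PC2.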

The PCA analysis of the type strain showed a pattern of the FLs clustering together (Supplemental Fig. 2B), with PC1 describing carbohydrate source (61% variance), and PC2 separates no carbohydrate and lactose from the FLs (16% variance).

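In the 14 type strain libraries PC1 held 55.9% of the variance and PC2 12.6%. Carbon source accounted for 92.0% of the variance of PC1 and 61.9% of that of PC2. With 7 groups of n = 2, such a grouping takes a large share even of scores unrelated to it. Without the no carbon libraries the shares were 91.6% and 46.9%. On PC1 the no carbon libraries lay at -19.4 and -31.0, fucose at -27.6 and -14.8, 2′FL at -1.32 and 0.702, DFL at -9.38 and -2.88, 3FL at 10.7 and 28.8, and lactose at 35.8 and 36.6. On PC2 lactose lay at -4.64 and -5.01, and the no carbon libraries were apart from each other at -22.9 and -1.74. The 2′FL libraries lay at 13.5 and 12.5 on PC2, those on 3FL at 10.8 and -0.27, and those on DFL at -2.67 and 8.39, where the library at -2.67 is the one with the fewest reads. With variance-stabilized values of the 500 most variable genes, carbon source accounted for 89.1% of the variance of PC2. Keeping only one replicate of each condition gave PC2 13.7% or 21.1% of the variance.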

#### Differentially expressed genes

Differentially expressed genes (DEGs) were determined relative to growth in mBasal medium with no carbon source added and were considered significant by 1.5-fold change or higher and Benjamini–Hochberg adjusted *p* value < 0.05.

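On lactose at T2, 558 genes of the type strain were differentially expressed, 208 up and 350 down, and 647 genes of Bi-26, 267 up and 380 down. For the type strain the lactose list was the longest of the 6 carbon sources. In Bi-26 it was the shortest of the 4 at these thresholds. Testing against the fold threshold itself (glmTreat) gave 89 in the type strain and 195 in Bi-26, and the 1.5-fold threshold gave 1302 and 1410. DESeq2 with all libraries of a strain called 589 and 645 genes. Leaving out 1 library gave 400 (without no carbon replicate 2) to 664 (without no carbon replicate 1) in the type strain and 527 to 713 in Bi-26. Scaling by total counts alone, which leaves in the effect of the abundant hypothetical gene, raised the median log2 fold change of all Bi-26 genes by 1.10 and gave 891 genes up and 75 down, or 92.2% up against 41.3% with TMM. The same scaling lowered the median in the type strain by 0.14 and gave 165 genes up and 347 down.

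Among called genes for which both lactose libraries lay above, or both below, both no carbon libraries, the largest rises of the type strain were in the genes of a BioY protein (158086 to 158652), with a log2 fold change of 4.49 (SE 0.386, edgeR adjusted p = 8.5e-06), and a cobalt transport protein (156765 to 157358), with 3.38. Its largest falls were in Blon_0644, with -6.17 (SE 0.697, edgeR adjusted p = 3.0e-05), and Blon_0643, with -5.87. In Bi-26 the largest rises were in the genes of an ABC transporter ATP-binding protein (1609076 to 1609990), with 4.06, and an antimicrobial peptide transport ATPase (2324587 to 2325525), with 4.02. The largest falls were in an ABC transporter permease gene (2250997 to 2251959), with -6.86 (SE 0.558, edgeR adjusted p = 5.6e-08), and a sugar binding protein gene (2248642 to 2249967), with -6.72.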

For both strains, the total number of DEGs (up- or downregulated-) above the designated cut-off at the T2 timepoint was the largest during growth on lactose (469 for the type strain and 526 for Bi-26). This pattern of DEGs is in good agreement with the previously reported observations that lactose might play a role as one of the global regulators in *B. longum* species^26,27^ in addition to being the preferred carbon source^28^. Notably, significant differences were observed in the DEGs in the transcriptomes of 2′FL, 3FL, and DFL-grown cells between the type strain and Bi-26. The type strain showed significantly lower numbers of DEGs on FLs, as compared to lactose (72, 168, and 17 DEGs on 2′FL, 3FL, and DFL respectively), especially when grown on DFL. In contrast, the Bi-26 transcriptomes had similar numbers of DEGs on lactose and all FLs tested (Fig. 6, Supplemental Fig. 3).

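In the type strain at T2, 103 genes were differentially expressed on 2′FL (35 up, 68 down), 229 on 3FL (89 up, 140 down) and 19 on DFL (16 up, 3 down). DESeq2 called 115, 260 and 29. At an unadjusted p under 0.05, edgeR gave 821, 1116 and 531 genes. The count on 2′FL fell to 65 without 2′FL replicate 1 and to 50 without 2′FL replicate 2, and the count on 3FL rose to 373 without 3FL replicate 1. On DFL it was 50 without DFL replicate 1, the library with the fewest reads, 12 without DFL replicate 2, 11 without no carbon replicate 1 and 34 without no carbon replicate 2. Total counts alone shifted the median on 2′FL by 0.17 and gave 64 genes up and 37 down. The SD of the log2 fold change across all genes, which does not depend on the p threshold, was 1.30 on lactose, 0.793 on 2′FL, 1.02 on 3FL and 0.639 on DFL, with 606, 106, 255 and 41 genes past the fold threshold at any p. Compared directly with lactose, 119 genes differed on 2′FL, 16 on 3FL and 167 on DFL. The count on 2′FL was 65 to 75 without any 1 of its libraries or those on lactose, each of which lowered it. Relative to no carbon, the largest fall on 2′FL was in a hypothetical gene (2102359 to 2103315), with a log2 fold change of -3.66 (SE 0.609, edgeR adjusted p = 0.0023). On 3FL it was in an extracellular solute-binding protein gene (2654578 to 2655858), with -5.31 (SE 0.484, edgeR adjusted p = 5.2e-05).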

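In Bi-26 at T2, 656 genes were differentially expressed on 2′FL (263 up, 393 down), 656 on 3FL (252 up, 404 down) and 742 on DFL (281 up, 461 down). DESeq2 called 651, 658 and 733. With 1 library left out the counts were 547 to 715 on 2′FL, 597 to 691 on 3FL and 673 to 767 on DFL. Scaling by total counts alone shifted the medians by 1.22, 1.10 and 1.07 and turned the split to 974 up and 79 down on 2′FL, 952 and 133 on 3FL, and 973 and 164 on DFL. DESeq2's size factors shifted the medians on 3FL and DFL by -0.11 and -0.10. The SD of the log2 fold change across all genes was 1.39 on lactose, 1.45 on 2′FL, 1.50 on 3FL and 1.58 on DFL.

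Of the 932 genes called on any of lactose, 2′FL, 3FL and DFL, 440 were called on all 4 carbon sources, 439 of them in the same direction. These comparisons share the no carbon libraries. In 20 simulations the no carbon libraries and 4 unchanged groups were all redrawn around the no carbon means. Each gene had the spread estimated over all conditions. No gene was called by edgeR on all 4 in any simulation. At an unadjusted p under 0.05, 0 to 2 genes were past the fold threshold on all 4. The measured no carbon pair differed by 446 times the counting noise, the most of the 13 pairs. The simulations may therefore understate the noise of these controls. For the type strain 599 genes were called on any of the 4, 5 on all 4, and 349 on lactose only. Compared directly with lactose, 24 genes of Bi-26 differed on 2′FL, 22 on 3FL and 46 on DFL. Those counts depended on single libraries, with 8 to 41 on 2′FL, 9 to 22 on 3FL and 12 to 86 on DFL, the highest on 2′FL and DFL both without lactose replicate 2. Relative to no carbon, the largest fall on 2′FL was in a hypothetical gene (1423999 to 1424238), with a log2 fold change of -6.84 (SE 0.634, edgeR adjusted p = 1.7e-07). On 3FL the largest falls were in the sugar binding protein gene that also fell on lactose, with -6.81, and a LacI family regulator gene (2247460 to 2248530), with -6.45. A hypothetical gene of 147 bases (1584327 to 1584473) was called lower on DFL from 0 and 1 reads on DFL against 26 and 1 with no carbon.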

**Figure 6:**
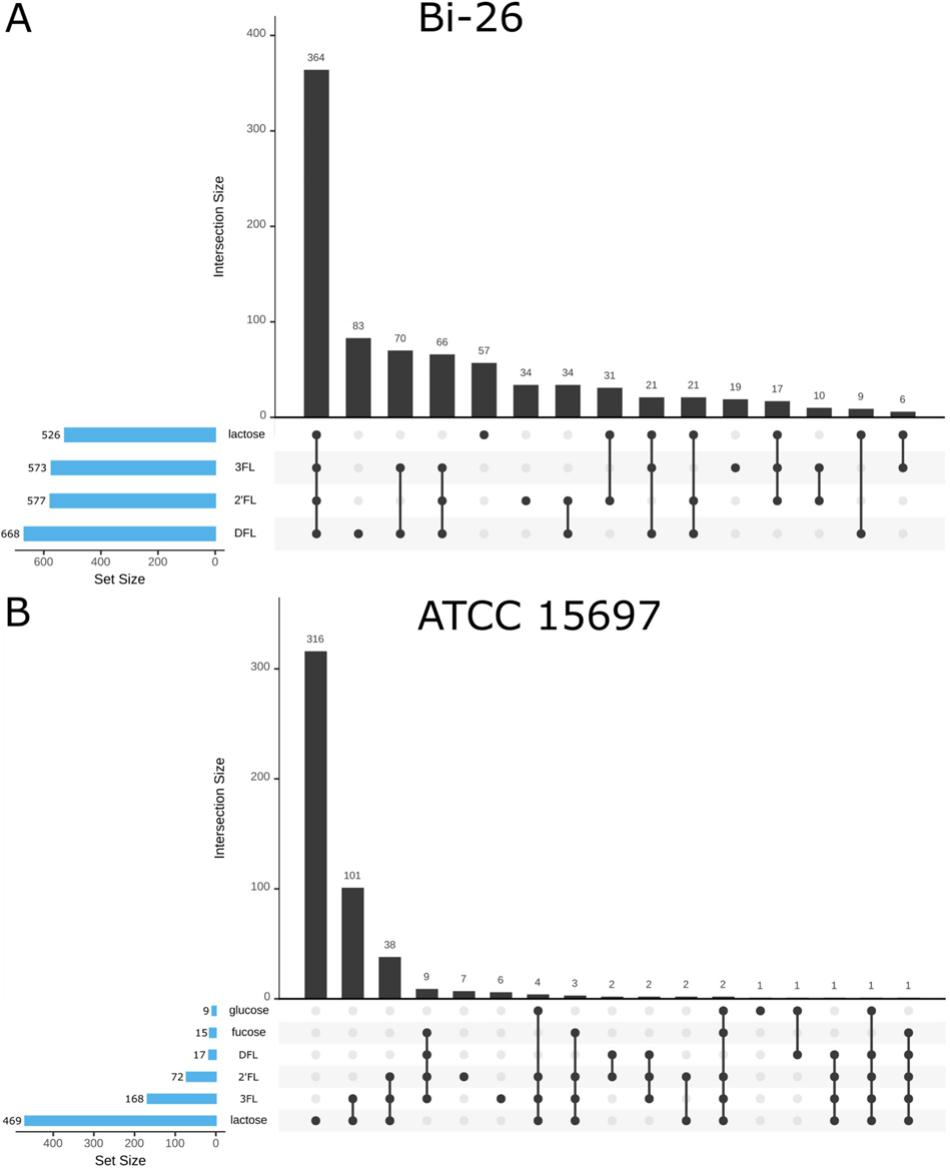
UpSet diagram of the differentially expressed genes (DEGs) for the T2 timepoint for Bi-26 (**A**) and ATCC 15697 (**B**). Total number of DEGs is shown on the left (blue bars) for each of the conditions while the number of shared genes per condition (shown by the connected dots), is shown above the black bars (significance cut-offs: Benjamini–Hochberg adjusted *p* value < 0.05; log2 > 1.5). The no carbohydrate added samples for T2 were used as the controls for the analysis.

This observation points to a striking difference in the global regulatory networks between these two closely related strains. It indicates that in Bi-26 the small fucosylated HMOs exert far-reaching regulatory roles arguably comparable to that of lactose. 

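The difference between the strains was tested on 1554 genes that were paired between them by gene order, strand and coding length, 1269 of them with equal coding length. A fit with strain, carbon source and their interaction covered the 20 libraries at T2 on lactose, 2′FL, 3FL, DFL and no carbon. The interaction, the response of Bi-26 minus that of the type strain, passed an adjusted p under 0.05 and an absolute log2 difference above 1.5 for 158 genes on lactose, 213 on 2′FL, 147 on 3FL and 215 on DFL. On lactose 79 of the genes responded higher in Bi-26 and 79 lower. On DFL 55 responded higher and 160 lower. On simulated counts with 200 genes changed well past the fold threshold, the test recovered 184 for DFL. The 1.5-fold threshold moved the counts most, to 299, 494, 347 and 482. With 1 library left out, they were 114 to 201, 174 to 259, 119 to 193 and 169 to 255. Within the pairs, the log2 fold changes of the strains correlated with r = 0.662 on lactose, 0.596 on 2′FL, 0.666 on 3FL and 0.532 on DFL across genes, which are not independent replicates. The SD across the paired genes was 1.21 in the type strain and 1.30 in Bi-26 on lactose, and 0.594 and 1.42 on DFL. The labels name no batch, every library belongs to 1 strain, and the interaction subtracts whatever shifted all libraries of a strain alike. It does not remove a shift limited to the no carbon libraries of 1 strain. From DEG numbers that were similar on lactose and FLs in Bi-26 and lower on FLs in the type strain, the paper reasons to a difference in the global regulatory networks of the strains. It proposes that the small fucosylated HMOs act as widely in Bi-26 as lactose does.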

While in the type strain FLs perturb expression of a much smaller complement of genes. In particular, in the type strain DFL regulates a small set of 17 genes involved of its own uptake and utilization, while in Bi-26 a much larger number of genes (668 genes, similar to lactose) change their expression levels in the presence of this oligosaccharide (Fig. 6, Supplemental Fig. 3).

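Of the 16 genes that rose on DFL in the type strain, 14 belonged to the clusters Fucosyllactose-1, 2 and 3, with log2 fold changes of 2.04 to 4.25. The other two were the genes of a methicillin resistance protein (476978 to 478258), with 1.73 (SE 0.312, edgeR adjusted p = 0.0099), and an inorganic diphosphatase (334240 to 334734), with 1.56 (SE 0.276, edgeR adjusted p = 0.0099). They were named after their values were seen. DESeq2 with 2 groups only gave 27 genes. Subtracting from every gene the read density of the 1% of genes with the lowest density, a step chosen after the data were seen, gave 40 genes in place of 19. Thinning the Bi-26 DFL and no carbon libraries to the totals of the type strain gave 683 to 726 genes on DFL over 20 draws, with a median of 699. Another set of counts from the draws, made for lactose, 2′FL, 3FL and DFL, ran from 665 to 725 on DFL. Leaving out the abundant hypothetical gene gave 730. Among the paired genes 12 were called on DFL in the type strain and 419 in Bi-26, and 11 in both strains, all in the same direction. On lactose the corresponding numbers were 298, 367 and 157, of which 153 had the same direction.

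**Figure D1:**
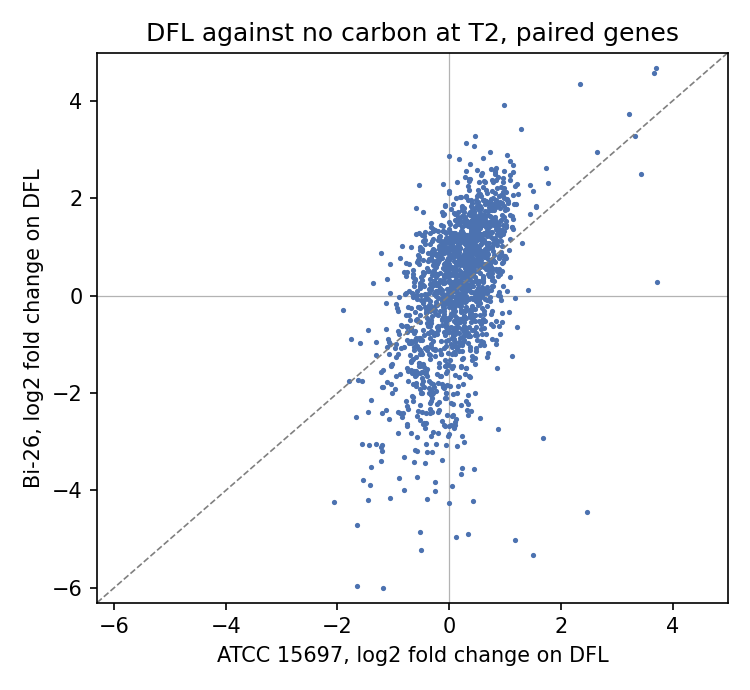
Log2 fold change on DFL relative to no carbon at T2 of the 1554 paired genes, in the type strain (x axis) and in Bi-26 (y axis), from n = 2 libraries per group, with equality dashed. Values span -2.07 to 3.73 in the type strain and -6.0 to 4.68 in Bi-26.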

Also, of note is a very low number of DEGs evident in the type strain transcriptome on glucose, drastically lower than any other transcriptomes generated in this study (Fig. 6). This agrees with our prediction that a mobile element insertion within predicted antiterminator of BglG family (Blon_2180) had inactivated the predicted glucose PTS transporter Blon_2183. Furthermore, the small number of DEGs implies that there are no other functional transport systems for glucose uptake in the type strain making this strain technically ‘blind’ to the presence of glucose in the medium.

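On glucose 14 type strain genes were differentially expressed, all of them down, and on fucose 14, 12 up and 2 down. DESeq2 called 25 genes on glucose and 33 on fucose, and edgeR gave 584 and 210 genes at an unadjusted p under 0.05. The glucose count was 0 without no carbon replicate 1, 22 without no carbon replicate 2 and 109 without glucose replicate 1. The fucose count was 5 without no carbon replicate 1, 25 without no carbon replicate 2 and 22 without fucose replicate 1. At the 1.5-fold threshold 73 genes were called on glucose. Scaling by total counts alone, with a shift of the median by 0.12, gave 8 genes up and 12 down on glucose. On fucose that scaling shifted the median by 0.11, and DESeq2's size factors gave 11 up and 4 down. The SD of the log2 fold change across all genes was 0.626 on glucose and 0.506 on fucose. The largest fall on glucose was in the hypothetical gene at 2102359 to 2103315, with a log2 fold change of -3.88 (SE 0.615, edgeR adjusted p = 0.028), followed by Blon_0645, with -2.59 (SE 0.568, edgeR adjusted p = 0.032), and Blon_0644, with -2.50. On fucose 11 of the 12 genes that rose belonged to the fucosyllactose clusters, led by Blon_2305, with 4.86 (SE 0.380, edgeR adjusted p = 1.6e-05), and Blon_2308, with 4.22. The falls on fucose were in Blon_0645, with -2.77, and a glycosyl hydrolase family 20 gene (2788893 to 2790530), with -1.70.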

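The type strain table lists the BglG family antiterminator as separate pieces at 2417258 to 2417626 and 2419008 to 2419586, and the Bi-26 table lists 1 gene at 2133521 to 2134414. On glucose the pieces had log2 fold changes of 0.26 and 0.50. Blon_2183, which the type strain table lists next to them (2419638 to 2421728), had -0.42 on glucose (SE 0.278, edgeR adjusted p = 0.35). Its level in the type strain on lactose had a log2 fold change of -0.74 (edgeR adjusted p = 0.038), past the 1.5-fold threshold only. In Bi-26, which was not sequenced on glucose, Blon_2183 had 1.06 on lactose (SE 0.243, edgeR adjusted p = 0.0012), 1.18 on 2′FL, 1.26 on 3FL and 1.11 on DFL. For Blon_2183 the interaction of strain and carbon source was 1.98 on lactose and 1.61 on 3FL, both past the thresholds. On 3FL it was lost without type strain 3FL replicate 1, type strain no carbon replicate 2 or Bi-26 no carbon replicate 1.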

#### Genes involved in recognition and initial processing of 2′FL, 3FL, or DFL

Since we are primarily interested in HMO utilization, we focused on genes known to be involved in HMO utilization in the type strain^19–22,29^ and other bifidobacteria^24,25,30^ to look for differences between the two strains tested. The gene list is shown in Figs. 2 and 7 and includes genes encoding the solute binding proteins (SBPs), permease and ATP-binding subunits of ABC transporters, β-galactosidases, fucosidases, enzymes of fucose utilization, ‘bifid shunt’ and Leloir pathway. In addition, we evaluated select central metabolism genes that are relevant for HMO utilization. Differential expression of important genes in Bi-26 and the type strain grown on 2′FL, 3FL, or DFL is shown in Fig. 7.

**Figure 7:**
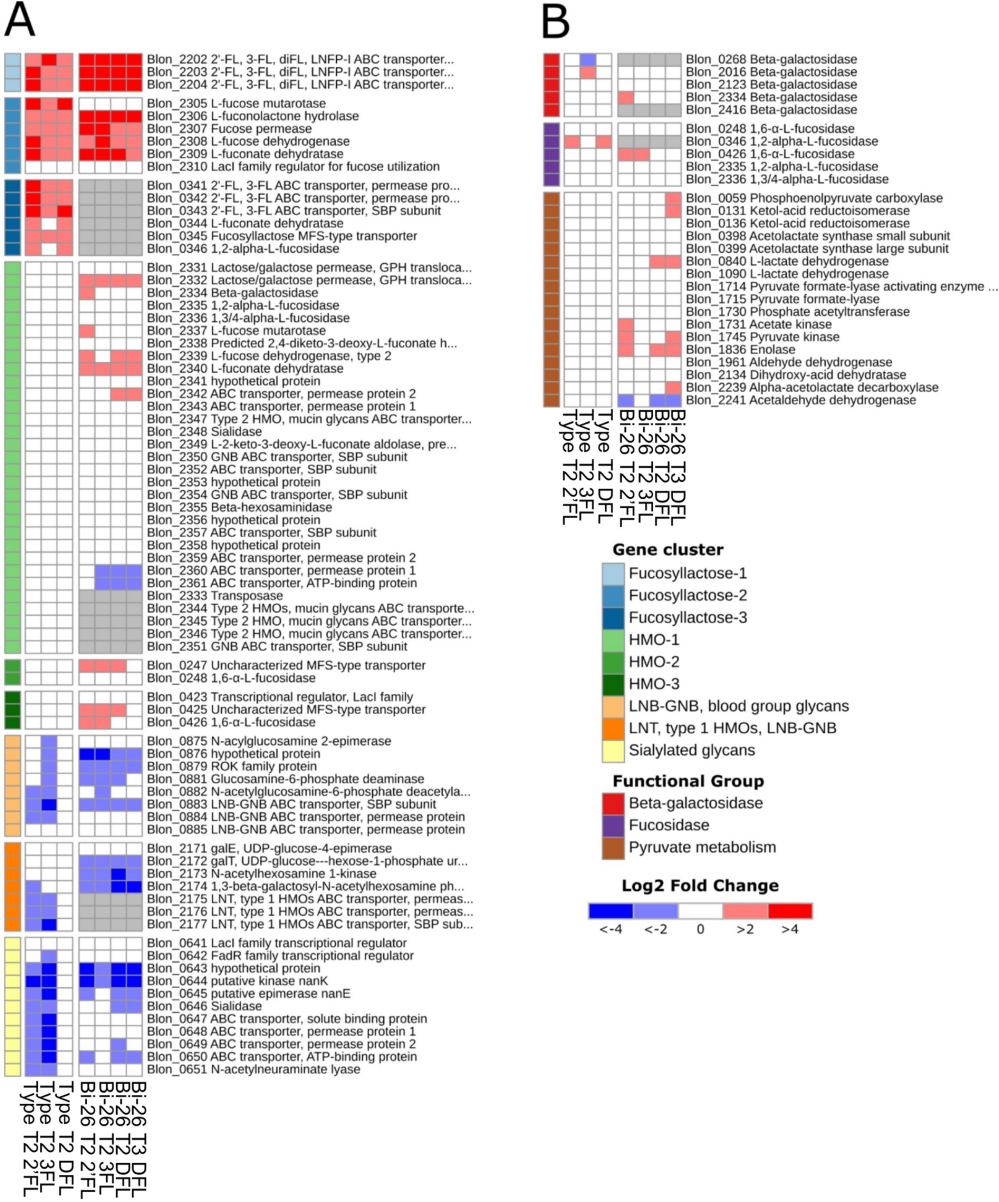
Differential expression of the HMO utilization genes within the global transcriptomes of ATCC 15697 and Bi-26 strains grown on 2′FL, 3FL, or DFL shown as log2-fold change. Transcriptomes of cultures grown in mBasal medium with no carbon source added were used as a reference. A fold change ≥ 1.5-fold and Benjamini–Hochberg adjusted *p* value < 0.05 were considered for statistical significance. Orthologous genes between the Bi-26 and ATCC 15697 are shown on the same rows and are identified by Blon IDs. (**A**) Differential expression of the gene loci implicated in recognition, internalization, and intracellular hydrolysis of fucosyllactose and several other HMO species in *B. longum* subsp. *infantis*. Genes are shown in the order on the chromosome. General HMO specificity of each locus is color-coded on the left. In gray are the orthologs of ATCC 15697 genes missing from the genome of Bi-26. Most of the missing genes are transporter systems for various HMOs, which underscores the Bi-26 apparent preference for 2′FL, 3FL, and DFL utilization. Upregulation of the L-fucose utilization genes in the HMO-1 cluster in Bi-26, but not in ATCC 15697 is another indication of a regulatory adaptation to preferential utilization of small fucosylated HMOs by Bi-26. (**B**) Differential expression of metabolic genes involved in utilization of 2′FL, 3FL, DFL and their constituent monosaccharides. See Supplemental Table 2 for explanation of abbreviations.

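Blon_2202, Blon_2203 and Blon_2204 lie at 2157363 to 2160747 in Bi-26 and at 2442411 to 2445795 in the type strain. In Bi-26 at T2, Blon_2204 had 184 ± 51.0 CPM with no carbon (SD, n = 2) and 5966 ± 1275 on 2′FL, a log2 fold change of 5.03 (SE 0.455, edgeR adjusted p = 1.4e-07). Blon_2203 had 110 ± 19.3 with no carbon and 3414 ± 959 on 2′FL, with 4.97, and Blon_2202 had 206 ± 40.2 and 4828 ± 1726, with 4.56. On 3FL the log2 fold changes of Blon_2202, Blon_2203 and Blon_2204 were 4.85, 5.01 and 5.10. Among the 2411 genes of Bi-26, Blon_2204 ranked 1st, Blon_2203 2nd and Blon_2202 3rd by their rise on each FL. With any 1 library left out, their log2 fold changes stayed between 4.07 and 5.40.

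Type strain log2 fold changes of Blon_2202, Blon_2203 and Blon_2204 were 2.68, 3.77 and 3.83 on 2′FL, 3.47, 3.38 and 3.20 on 3FL, and 2.34, 3.67 and 3.71 on DFL. The DFL call of Blon_2202 was lost without either no carbon library and that of Blon_2203 without no carbon replicate 1. The interaction of strain and carbon source passed for Blon_2202 on 2′FL (1.77, edgeR adjusted p = 0.013) and DFL (1.82, edgeR adjusted p = 0.012), and for Blon_2203 (1.69) and Blon_2204 (1.95) on 3FL. Each depended on single libraries. On 3FL both were lost without replicate 1 of 3FL in either strain, type strain no carbon replicate 2 or Bi-26 no carbon replicate 1. For Blon_2202 it was lost on 2′FL without Bi-26 2′FL replicate 1 and on DFL without type strain DFL replicate 2.

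**Figure D2:**
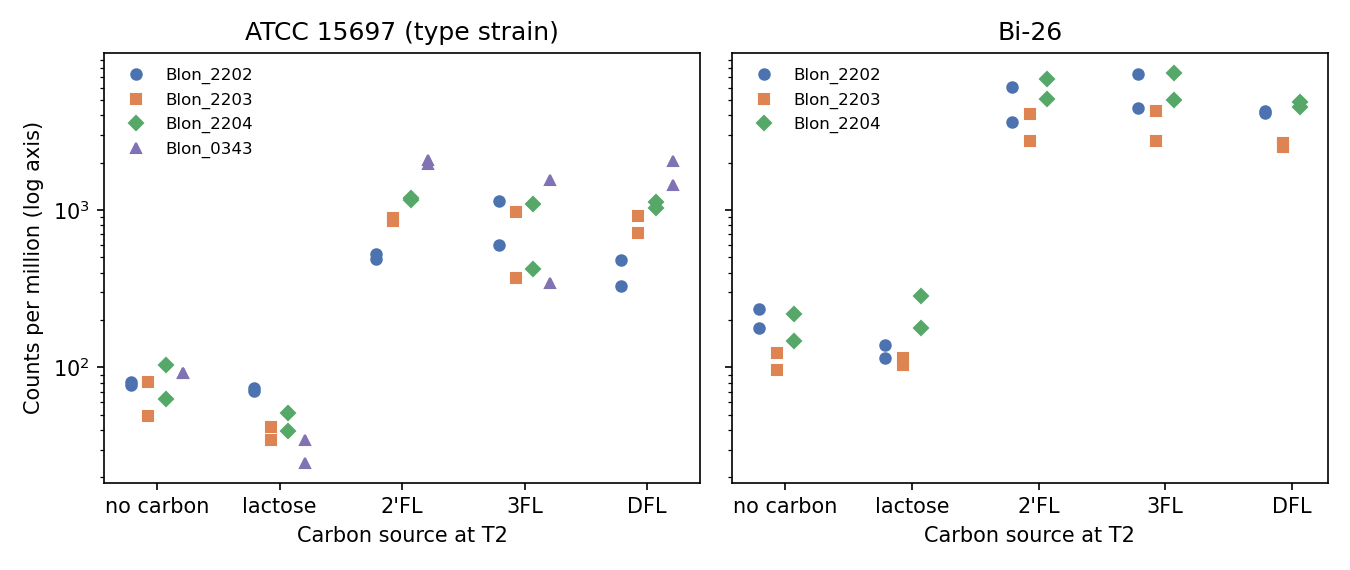
CPM of Blon_2202, Blon_2203 and Blon_2204 in both strains and of Blon_0343 in the type strain at T2 (log axis), on no carbon, lactose, 2′FL, 3FL and DFL, with 1 point per library (n = 2). In Bi-26 the FL libraries lie at 2510 to 7501, above the no carbon libraries at 96.0 to 234.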

The three gene operon encoding two permease subunits and a solute binding (SBP) protein (Blon_2202–Blon_2204**)** of the main fucosyllactose ABC transporter^25,31^ was highest induced in all Bi-26 transcriptomes of 2′FL, 3FL, and DFL utilization. DFL samples showed expression patterns very similar to that in the 2′FL and 3FL transcriptomes of both the Bi-26 and the type strains (Fig. 7). However, the average increase in the transcript abundance for the genes Blon_2202, Blon_2203, Blon_2204 was approximately 25% less on DFL than on 2′FL or 3FL (74-fold average increase versus 100-fold respectively), especially pronounced for the SBP encoding gene Blon_2202.

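The mean of the fold increases of Blon_2202, Blon_2203 and Blon_2204 at T2 in Bi-26, each taken as 2 to the power of the log2 fold change, was 29.2 ± 8.58 on 2′FL (SD over the 4 pairings of libraries, n = 2), 31.8 ± 10.1 on 3FL and 23.3 ± 4.23 on DFL. The mean on DFL was 23.6% below that of 2′FL and 3FL, and 13.7% to 31.4% below it with 1 library left out, the lowest value without 3FL replicate 1 and the highest without 3FL replicate 2. Scaling by total counts alone moved the means most, to 73.5, 71.9 and 53.3, with DFL 26.7% lower. On DFL Blon_2202 had 4198 ± 89.1 CPM (SD, n = 2), a log2 fold change of 4.35, Blon_2203 had 2583 ± 103, with 4.57, and Blon_2204 had 4702 ± 274, with 4.68 (SE 0.448, edgeR adjusted p = 2.8e-07). No gene of the operon passed the thresholds in the direct comparison of DFL with 2′FL or 3FL at T2. Type strain means were 11.4 ± 2.80 on 2′FL, 10.2 ± 5.34 on 3FL and 10.3 ± 2.57 on DFL.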

The locus encoding fucose utilization enzymes (Blon_2305–Blon_2310)^19^ was the next most induced in the transcriptomes of both strains on all three HMO species analyzed in this study. 

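In the type strain (2558878 to 2564068 for Blon_2305 to Blon_2309) the log2 fold changes of Blon_2305, Blon_2306, Blon_2307, Blon_2308 and Blon_2309 were 3.38, 3.18, 2.95, 3.42 and 3.37 on 2′FL, 2.55 to 3.10 on 3FL and 2.64 to 3.73 on DFL, all past the thresholds. In Bi-26 those of Blon_2306, Blon_2307, Blon_2308 and Blon_2309 were 3.62, 3.57, 3.12 and 3.79 on 2′FL, 4.28, 3.85, 3.45 and 3.91 on 3FL, and 3.73, 2.96, 2.50 and 3.29 on DFL, all past the thresholds and ranked 4th to 41st by their rise. Blon_2305 of Bi-26 (2316762 to 2317208) had 1288 ± 470 CPM with no carbon (SD, n = 2) and 1186 ± 310 on 2′FL, 2256 ± 782 on 3FL and 1562 ± 15.1 on DFL. Its log2 fold changes were -0.12, 0.81 and 0.28, none past the thresholds, and it fell by 2.57 on lactose. Under scaling by total counts alone Blon_2305 was called on 3FL and DFL. For Blon_2305 the interaction of strain and carbon source was -3.60 on 2′FL (edgeR adjusted p = 1.3e-04), -2.27 on 3FL and -3.64 on DFL, all past the thresholds. The regulator Blon_2310 rose by 1.07, 1.04 and 0.88 in the type strain and by 1.00, 0.96 and 0.41 in Bi-26 on the log2 scale. It was called in Bi-26 on 2′FL and 3FL only without no carbon replicate 2, under scaling by total counts or at the 1.5-fold threshold, and in the type strain on these FLs at the 1.5-fold threshold.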

Expression patterns were highly similar between all samples analyzed. The predicted transcriptional regulator for fucose utilization Blon_2310 peaked in the T1 sample, followed by the enzyme-encoding genes during T2 phase (Supplemental Fig. 4). In addition, all *B. infantis* genomes harbor the second fucose catabolic operon (Blon_2337–Blon_2340)^19^ located within the large HMO-1 gene cluster^20^. 

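Blon_2310 had 392 ± 166, 648 ± 283 and 419 ± 89.8 CPM (SD, n = 2) at T1 on 2′FL, 3FL and DFL, 506 ± 0.114, 493 ± 109 and 337 ± 50.0 at T2, and 372 ± 84.9, 380 ± 124 and 421 ± 47.2 at T3. The log2 fold change of T1 relative to T2 was -0.37, 0.39 and 0.32, none past the thresholds. Blon_2309 had 6194 ± 2204, 7915 ± 2095 and 5978 ± 351 at T1 and 4058 ± 288, 4427 ± 1417 and 2869 ± 98.9 at T2. All 5 of Blon_2305 to Blon_2309 were higher in number at T1 than at T2 on each FL, by 0.55 to 1.36 on the log2 scale, none past the thresholds. Of the 36 comparisons of T1 or T3 with T2 for the 6 genes, 0 passed the thresholds of edgeR. The fall of Blon_2307 from T2 to T3 on 3FL, by 1.42 on the log2 scale, had an edgeR adjusted p of 0.038 and was called at the 1.5-fold threshold. With 1 library left out 0 to 3 comparisons passed, 1 without 3FL T2 replicate 2 and 3 without 3FL T3 replicate 2.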

In Bi-26 the average transcript abundance for the genes in the first fucose utilization cluster increased over 30-fold during growth on 2′FL, 3FL or DFL, while the expression of the second cluster increased by 4.5-fold. 

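In Bi-26 at T2 the mean fold increase over Blon_2305 to Blon_2310 was 8.27 ± 2.04 on 2′FL (SD over the 4 pairings of libraries, n = 2), 10.6 ± 2.77 on 3FL and 6.49 ± 0.708 on DFL. Over Blon_2337 to Blon_2340 it was 3.52 ± 1.39, 2.85 ± 1.09 and 2.94 ± 1.04. Total counts alone as the scaling gave 20.5, 23.4 and 14.5 for the first cluster and 9.54, 6.93 and 7.23 for the second. Without no carbon replicate 2 the second cluster was at 4.96 on 2′FL and 4.04 on DFL. Means in the type strain were 8.40 ± 0.401, 6.62 ± 1.33 and 8.57 ± 0.609 for the first cluster and 1.46 ± 0.519, 2.56 ± 1.10 and 1.32 ± 0.471 for the second.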

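For Blon_2337, Blon_2338, Blon_2339 and Blon_2340 in the type strain, the log2 fold changes at T2 were 0.75, 0.52, 0.29 and 0.60 on 2′FL and 0.48, 0.34, 0.23 and 0.54 on DFL. On 3FL they were 1.58, 1.25, 1.10 and 1.44. Blon_2337 passed the thresholds on 3FL (SE 0.352, edgeR adjusted p = 0.0047), a call that was lost without 3FL replicate 2 or no carbon replicate 2. All 4 genes passed the 1.5-fold threshold on 3FL. On lactose Blon_2337, Blon_2339 and Blon_2340 passed, with 1.81, 1.61 and 2.01. In Bi-26 the same genes had 1.80, 1.38, 1.94 and 2.06 on 2′FL, 1.50, 1.13, 1.64 and 1.72 on 3FL, and 1.42, 1.17, 1.75 and 1.80 on DFL. Of these, Blon_2337 on 2′FL and Blon_2339 and Blon_2340 on every FL passed. Without no carbon replicate 1 only Blon_2340 on 2′FL kept its call, and without 3FL replicate 1 Blon_2339 lost its call on 3FL. Without no carbon replicate 2, Blon_2337 and Blon_2338 were called on every FL. The interaction of strain and carbon source passed for Blon_2339 on 2′FL (1.53, edgeR adjusted p = 0.011) and for no other gene of the operon on any FL. That of Blon_2339 was lost without replicate 1 of 2′FL or of no carbon in either strain. Without no carbon replicate 2 of either strain, Blon_2339 also passed on DFL and Blon_2340 on 2′FL. Blon_2340 passed on 2′FL without Bi-26 2′FL replicate 2 too, and on DFL without Bi-26 no carbon replicate 2.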

Notably, the latter fucose utilization locus was not induced in the type strain by any of the three FL oligosaccharides tested (Fig. 7A).

Interestingly, a locus which was highly expressed in the 2′FL, 3FL, DFL transcriptomes of the type strain is missing from the Bi-26 genome altogether. This locus encodes a well-known fucosyllactose ABC transporter (Blon_0341–Blon_0343)^20,25,31^ and two enzymes of fucose metabolism: 1,2-α-fucosidase (Blon_0346) and L-fuconate dehydratase (Fig. 7A).

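Blon_0341 to Blon_0346 lie at 395169 to 402861 in the type strain table, and no matching run of products was found in the Bi-26 table. The SBP gene Blon_0343 had 92.2 ± 0.0733 CPM with no carbon (SD, n = 2), 2024 ± 99.1 on 2′FL and 1748 ± 437 on DFL. Its log2 fold changes were 4.46 on 2′FL (SE 0.581, edgeR adjusted p = 5.8e-04), 3.36 on 3FL and 4.25 on DFL. The permease genes Blon_0341 and Blon_0342 had 3.65 and 3.65 on 2′FL, 3.04 and 3.05 on 3FL, and 3.45 and 3.59 on DFL. Blon_0344, the dehydratase gene, had 1.89, 1.56 and 2.04, Blon_0345 had 3.20, 2.14 and 2.86, and Blon_0346 had 2.42, 1.63 and 2.28. All 6 genes passed the thresholds on each FL. On 3FL the calls of Blon_0344, Blon_0345 and Blon_0346 were lost without 3FL replicate 2 or no carbon replicate 1, and on DFL without DFL replicate 2 or either no carbon library. Without no carbon replicate 1 the calls of Blon_0343 on DFL and Blon_0344 on 2′FL were lost too.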

It is noteworthy that all top upregulated genes in the 2′FL, 3FL and DFL transcriptomes of both strains occur outside the HMO-1 cluster^21^, and that none of the genes in HMO-1 were upregulated over the cut-offs in response to any of the three FLs in the type strain. Instead, 2′FL, 3FL, and DFL induced the expression of alternative operons, distinct from the HMO-1 cluster (clusters Fucosyllactose-1, 2, and 3 in Fig. 7A). This phenomenon has been reported earlier in the type strain: loci Blon_2202–Blon_2204, Blon_2305–Blon_2309, and Blon_0341–Blon_0344 were induced by 2′FL and 3FL but—importantly—not by other HMO species^32^. These findings indicate that a dedicated pathway for fucosyllactose utilization has evolved in *B. infantis* subspecies, which does not contribute to uptake or catabolism of any other HMO species present in significant amounts in pooled breast milk. Furthermore, the results generated in this study indicate that in at least some *B. infantis* strains (exemplified by Bi-26) this pathway is used more efficiently than in others, supporting higher growth rates and potentially providing a competitive advantage over other *B. infantis* strains in infants breastfed with milk high in 2′FL and/or 3FL.

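Of the 31 HMO-1 genes placed in the type strain, 0 were called up by edgeR on 2′FL, 1 on 3FL and 0 on DFL, and at the 1.5-fold threshold 0, 11 and 0. Their median log2 fold changes were 0.03, 0.36 and -0.07. Of the 26 HMO-1 genes placed in Bi-26, 6 were called up on 2′FL, 4 on 3FL and 4 on DFL, and 0, 3 and 2 were called down. The highest HMO-1 value in Bi-26 was 2.64 on 2′FL, 2.28 on 3FL and 2.03 on DFL, below every gene of Fucosyllactose-1. The largest rises of the type strain were those of Blon_0343, Blon_2204 and Blon_2203 on 2′FL, of Blon_2202, Blon_2203 and Blon_0343 on 3FL, and of Blon_0343, Blon_2305 and Blon_2204 on DFL. Blon_2310 ranked 150th, 303rd and 153rd of 2416 genes, the lowest of the 15 genes of Fucosyllactose-1, 2 and 3.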

#### Expression of the glycosyl hydrolases involved in 2′FL, 3FL, DFL utilization

Once internalized, the small fucosylated HMOs are processed by glycosyl hydrolases, which are represented by multiple genes in all *B. infantis* genomes. Genomes of Bi-26 and ATCC 15697 each contain four to five genes encoding α-fucosidases and β-galactosidases. These genes showed transcriptional changes of lesser degree or none compared to the transport systems.

Two fucosidases of the five reported in the type strain were shown to have significant activity on fucosylated HMOs: Blon_2335 and Blon_2336 (Fig. 7)^33^. The three remaining α-fucosidases, Blon_0248, Blon_0426, and Blon_0346, were reported to lack activity on 2′FL or 3FL^33^. Recently Blon_0248 and Blon_0426 were characterized as 1,6-α-L-fucosidases involved in degradation of core-fucosylated N-glycans, abundant in human milk glycoproteins, such as lactoferrin, but not in HMOs^34^. 

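In the type strain at T2, Blon_2335 had log2 fold changes of 0.74 on 2′FL, 1.27 on 3FL (SE 0.331, edgeR adjusted p = 0.010) and 0.63 on DFL, and Blon_2336 had 0.46, 1.21 and 0.51. Both passed the 1.5-fold threshold on 3FL, and Blon_2335 was called on 3FL without no carbon replicate 1. The α-fucosidase genes Blon_0248 and Blon_0426, whose reads could have been divided between them, had -0.17 and -0.26 on 2′FL, -0.61 and -0.83 on 3FL, and 0.86 and 0.88 on DFL, none past the thresholds. Blon_0346 passed on all FLs, with an edgeR adjusted p of 0.0022 on 2′FL, 0.0067 on 3FL and 0.0093 on DFL.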

Unexpectedly, in our study Blon_0346 was the only α-fucosidase upregulated during growth of the type strain on either of FLs, while neither Blon_2335, nor Blon_2336 were induced. The Bi-26 genome lacks a Blon_0346 ortholog, and in its FL transcriptomes the α-fucosidase Blon_0426 was significantly induced, while Blon_2335 and Blon_2336 were induced to a lesser extent with fold change 1.4 (slightly below cutoff) (Fig. 7B). 

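In Bi-26 Blon_0426 had a log2 fold change of 1.59 on 2′FL (SE 0.530, edgeR adjusted p = 0.015), 2.45 on 3FL (SE 0.543, edgeR adjusted p = 8.6e-04) and 1.42 on DFL, where it did not pass the thresholds and its edgeR adjusted p was 0.025. The call on 2′FL was lost without 2′FL replicate 1 or no carbon replicate 2. Blon_2335 had 1.34 ± 0.365 on 2′FL (SE), 1.29 ± 0.364 on 3FL and 1.29 ± 0.364 on DFL. Blon_2336 had 1.52 ± 0.334, 1.36 ± 0.333 and 1.37 ± 0.333, and its call on 2′FL was lost with DESeq2 and without 2′FL replicate 1 or no carbon replicate 1. Both passed the 1.5-fold threshold on each FL. Blon_0248 had 0.64, 1.46 and 0.50. For Blon_0426 the interaction of strain and carbon source was 1.74 on 2′FL, 3.29 on 3FL and 0.33 on DFL, the first 2 past the thresholds. On 3FL it passed with any 1 library left out. On 2′FL it was lost without either type strain 2′FL library, type strain no carbon replicate 1, Bi-26 2′FL replicate 1 or Bi-26 no carbon replicate 2.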

The biological meaning of this observation is currently unclear.

In *B. infantis* two of the five β-galactosidases (Blon_2016, Blon_2334) were shown to have glycolytic activity on different HMOs^35^, including 3FL^36^. Both enzymes were shown to be transcribed constitutively^35^. In our study Blon_2016 showed upregulation above the basal expression level on 3FL, but not on 2′FL in the type strain, while Blon_2334 showed upregulation on 2′FL but not 3FL in Bi-26 (Fig. 7B). 

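Blon_2016 in the type strain had log2 fold changes of 1.07 on 2′FL (SE 0.274, edgeR adjusted p = 0.016), 1.71 on 3FL (SE 0.278, edgeR adjusted p = 6.4e-04), 0.83 on DFL and 2.34 on lactose. Only 3FL and lactose passed the thresholds, and the call on 3FL was lost without no carbon replicate 2. In Bi-26 Blon_2016 had 1.29, 1.18 and 1.38 on 2′FL, 3FL and DFL. Blon_2334 in Bi-26 had 1.85 on 2′FL (SE 0.374, edgeR adjusted p = 3.7e-04), 1.19 on 3FL (edgeR adjusted p = 0.0094) and 1.29 on DFL. Its call on 2′FL was lost without no carbon replicate 1, and it was called on 3FL and DFL without no carbon replicate 2. At the 1.5-fold threshold Blon_2016 passed on 2′FL in the type strain and Blon_2334 on 3FL in Bi-26. The interactions of strain and FL were within -0.52 to 0.35 for Blon_2016, and 1.50, 0.73 and 1.14 for Blon_2334, none past the thresholds.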

Of the five β-galactosidases genes described in type strain, Bi-26 possesses the orthologs for only three. The lower gene copy number of both the α-fucosidases and β-galactosidases evident in Bi-26 is in good agreement with a slight tendency toward genome minimization we observe in Bi-26 and the closely related *B. infantis* strains (Fig. 1).

#### Expression of central carbohydrate metabolic pathways during growth on fucosyllactose

Unlike the uptake transport systems for fucosyllactose, the genes encoding enzymes of catabolic pathways converting FL-derived monosaccharides to the intermediates of central carbohydrate metabolism showed transcriptional changes of lesser degree or none. We attempted to discern if any metabolic genes or pathways were differentially expressed between 2′FL, 3FL and DFL by comparing directly the Bi-26 transcriptomes obtained on each of these HMOs at different growth stages. 

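For 2′FL, 3FL and DFL in Bi-26, 9 comparisons between FLs were made, 3 at each timepoint. At T1, 6 genes differed between 3FL and 2′FL, the same 6 between DFL and 3FL, and 0 between DFL and 2′FL. At T2 edgeR with all libraries called 0 genes in each comparison, with 180 to 341 genes at an unadjusted p under 0.05. DESeq2 called 4 between 3FL and 2′FL, 5 between DFL and 2′FL and 7 between DFL and 3FL. For the same comparisons edgeR gave 10, 25 and 3 with 2 groups only and 2, 1 and 0 with the 5 shared conditions at T2. At T3, 0 genes differed between 3FL and 2′FL, 2 between DFL and 2′FL and 9 between DFL and 3FL, with 132 to 515 at an unadjusted p under 0.05 and 0, 7 and 18 called by DESeq2. Adjusting all 9 comparisons together gave 16 calls in place of 23, 1 of them between DFL and 3FL at T2. Testing against the fold threshold itself gave a total of 2, and DESeq2 with 2 groups only gave 102. At the 1.5-fold threshold there were 95, and at T3 70 of them between DFL and 3FL. Medians under total counts alone shifted by up to 0.21 in size (-0.21 for DFL against 2′FL at T3) and left 9 calls.

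With 1 library left out the total was 12 (without DFL T3 replicate 1) to 41 (without 2′FL T3 replicate 1). At T3 the comparison of DFL with 3FL gave 0 genes without DFL replicate 1 and 4 without 3FL replicate 2. That of DFL with 2′FL gave 0 without DFL replicate 1 or 2′FL replicate 2, 4 without DFL replicate 2 and 17 without 2′FL replicate 1. At T1 the comparison of DFL with 3FL gave 0 without DFL replicate 1, and at T2 it gave 5 without 3FL replicate 2. The 6 genes at T1 were higher on 3FL: α-glucosidase genes at 155982 to 157316 and 157347 to 157796, with log2 differences from 2′FL of 3.14 (SE 0.416, edgeR adjusted p = 4.0e-04) and 3.49, an MSM operon regulator (157956 to 158990) with 1.81, MFS transporters (1163956 to 1165185 and 2454923 to 2456365) with 2.42 and 2.58, and an esterase (2453772 to 2454911) with 1.77. At T3 both genes that differed between DFL and 2′FL encode hypothetical proteins (1211878 to 1213833 and 2045375 to 2046769) and were higher on DFL, by 1.85 and 1.51. Of the 9 between DFL and 3FL, a mobile element gene (1816314 to 1816661) was higher on DFL by 1.54. Lower on DFL were 5 hypothetical genes, with -2.12 to -1.52, a sugar binding protein with -1.85, a phage integrase (324234 to 325457) with -1.52 and a lactoylglutathione lyase (1568561 to 1568908) with -1.50.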

There is a complete absence of the differentially expressed (DE) genes between the conditions 2′FL, 3FL and DFL with Bi-26. Such similar global expression patterns observed on all three FLs indicate that metabolic routes of their uptake and utilization in Bi-26 are nearly identical, with a few important exceptions discussed below.

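The ketol-acid reductoisomerase gene of Bi-26 that Fig. 7B lists as Blon_0131 (148749 to 149801) had log2 fold changes at T2 of -0.07 on 2′FL, 0.09 on 3FL and 1.29 on DFL (SE 0.493, edgeR adjusted p = 0.028). The value on 2′FL became 1.62 and passed under scaling by total counts alone, where 3FL and DFL passed too, and DFL passed without DFL replicate 1 or no carbon replicate 2. A copy of equal length, Blon_0136, had 0.03, 0.80 and -0.04 at T2. The α-acetolactate decarboxylase gene, Blon_2239, had 0.84, 1.13 and 1.58 (SE 0.297, edgeR adjusted p = 1.8e-04) at T2 and 1.53, 1.48 and 1.80 at T3. Its T2 call on DFL was lost with DESeq2 and without DFL replicate 2 or no carbon replicate 1, and its T3 calls on 2′FL and DFL were lost without no carbon replicate 1. The T3 call on 2′FL was also lost with DESeq2. The acetolactate synthase genes Blon_0398 and Blon_0399 had 1.25 to 1.51 and 1.06 to 1.23 on the FLs at T2. At T3 Blon_0398 had 1.68 on 2′FL, 1.41 on 3FL and 1.43 on DFL, and Blon_0399 had 1.91, 1.56 and 1.28, with the call on 3FL lost with DESeq2 and without 3FL T3 replicate 1 or no carbon replicate 1. The T2 call of Blon_0398 on DFL was lost with DESeq2 and without DFL replicate 2 or no carbon replicate 2. Of the 17 genes of pyruvate metabolism in Fig. 7B, 4, 0 and 6 were called up at T2 on 2′FL, 3FL and DFL, and 8, 7 and 6 at T3. The T3 comparisons of 2′FL and 3FL with no carbon were added after the data were seen.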

Three enzymes of pyruvate metabolism [ketol-acid reductoisomerase (EC 1.1.1.86, ilvC), alpha-acetolactate decarboxylase (EC 4.1.1.5, ALDC), and to a lesser extent, acetolactate synthase (EC 2.2.1.6, ALS)] were slightly but significantly upregulated in the DFL transcriptomes, especially at the T3 timepoint, but not in either 2′FL, or 3FL transcriptomes (Fig. 7B). Acetolactate synthase catalyzes pyruvate conversion to (S)-2-acetolactate, a precursor in the biosynthesis of L-valine and L-leucine. This enzyme can also transfer the acetaldehyde from pyruvate to 2-oxobutanoate, forming 2-aceto-2-hydroxybutanoate, a reaction in the biosynthesis of L-isoleucine^37,38^. Both compounds, (S)-2-acetolactate and 2-aceto-2-hydroxybutanoate, are next utilized by ketol-acid reductoisomerase (NADP+), the enzyme with the highest DE level among the three (1.8-fold, *p* < 0.05) in the pathways leading to branch-chain amino acids L-valine, L-leucine, and L-isoleucine^39,40^. 

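At T3 the log2 fold change of Blon_0131 was 2.07 on DFL (SE 0.505, edgeR adjusted p = 0.0016), 2.74 on 2′FL (SE 0.518, edgeR adjusted p = 2.0e-04) and 2.98 on 3FL (SE 0.523, edgeR adjusted p = 9.5e-05). The DFL value was 1.36 to 3.12 with 1 library left out, and the call was lost without no carbon replicate 1. Blon_0131 was not among the genes that differed between DFL and 2′FL or 3FL at T3. The phosphoenolpyruvate carboxylase gene Blon_0059 had 2.31, 2.77 and 1.95 at T3 on 2′FL, 3FL and DFL.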

Alternatively, (S)-2-acetolactate can be dissipated via conversion to (R)-acetoin by the action of alpha-acetolactate decarboxylase, another enzyme of the three upregulated during Bi-26 growth on DFL (Figs. 2, 7B). Notably, all three enzymes dissipate pyruvate without acidifying growth medium or excreting any end products other than volatile CO_2_ and acetoin (Fig. 2). Activation of these pathways sheds light onto the pyruvate excretion observed in Bi-26 in this study (above), as both phenomena lead to pyruvate dissipation during growth on fucosyllactose. Considering the late onset of both processes, they appear to be a specific adaptation in Bi-26 for maintaining ATP generation when the classic fermentation pathways slow down, as the excretion of their end products (acetate, lactate, formate, ethanol) is arrested by significant accumulation of these compounds in the spent medium.

We hypothesize that under these conditions, any dissipation of pyruvate (via its efflux driven by product gradient or/and its enzymatic conversions) can drive forward the pyruvate kinase (EC 2.7.1.40) reaction facilitating ATP synthesis from phosphoenolpyruvate (Fig. 2). During growth on fucosyllactose this adaptation is important, as the fucosyl moiety of FLs is catabolized to pyruvate (and 1,2-PD) as the end products via anaerobic non-phosphorylating pathway characteristic of bifidobacteria^19,41^. This ‘excessive’ pyruvate generation could potentially inhibit the essential ATP-generating pyruvate kinase reaction above (Fig. 2). The differences in the pyruvate metabolism detected in this study between the Bi-26 and the type strain likely explain the increased growth of Bi-26 on FLs and underscore specific adaptation of this *B. infantis* strain to the utilization of small fucosylated HMOs.

#### Gene loci significantly down-regulated during growth on 2′FL, 3FL, or DFL

Expression of several HMO related clusters was down-regulated in the transcriptomes of FLs as compared to the transcriptome obtained during growth on mBasal media with no carbon added. The top HMO-related loci with the highest degree of repression by FLs are described below. These clusters are displayed in Fig. 7A.

Utilization of type 1 HMOs represented by Blon_2171–Blon_2177, encodes the enzymes of the modified Leloir-like pathway for processing lacto-N-biose (LNB) and galacto-N-biose (GNB)^42^ and an ABC transporter solute binding subunit Blon_2177 with high affinity for type 1 HMOs: Lacto-N-Tetraose (LNT), lacto-N-hexaose (LNH), lacto-N-octaose (LNO)^43,44^ and related glycans, including sialylated LNT and Lacto-N-Neotetraose (LNnT), GNB and LNB^30^. In our study in the type strain the entire cluster was significantly downregulated during growth on 2′FL, 3FL, but not during growth on DFL. 

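For Blon_2171 to Blon_2177 in the type strain the median log2 fold change was -1.72 on 2′FL, -1.27 on 3FL and -1.31 on DFL, with 4, 3 and 1 genes called down and 6, 6 and 3 at the 1.5-fold threshold. On lactose 6 of the 7 genes were called down, with a median of -2.37, so the falls were not specific to FLs. Blon_2171 was not lower on any FL, with 0.45, 0.54 and 0.43. Blon_2175, Blon_2176 and Blon_2177 were called on 2′FL (-1.83, -1.83 and -2.32) and 3FL (-1.91, -1.97 and -3.73), and Blon_2174 on 2′FL (-1.72). The call of Blon_2177 on 2′FL was lost without either 2′FL library, and Blon_2173 (-1.42) was called on 2′FL without 2′FL replicate 1 or no carbon replicate 2. On DFL Blon_2175 was called (-1.59, SE 0.288, edgeR adjusted p = 0.010), a call lost without DFL replicate 2 or no carbon replicate 1 and under scaling by total counts. Blon_2174 (-1.43) and Blon_2173 (-1.31) were called on DFL at the 1.5-fold threshold and without no carbon replicate 2, Blon_2174 and Blon_2176 (-1.35) without DFL replicate 1, and Blon_2174 in a fit of the 5 shared carbon sources.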

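In Bi-26 Blon_2172, Blon_2173 and Blon_2174 had log2 fold changes of -2.03, -2.46 and -2.52 on 2′FL, -1.99, -2.46 and -2.37 on 3FL, and -2.35, -3.04 and -3.08 on DFL (SE 0.516 for Blon_2174, edgeR adjusted p = 6.3e-05). All passed the thresholds with any 1 library left out. Under scaling by total counts alone every call on 2′FL and 3FL and that of Blon_2172 on DFL were lost. Blon_2171 was not called on any FL, with -0.63, -0.50 and -0.47. On lactose 3 of the 4 genes were called down in Bi-26, with a median of -2.16. The interaction of strain and DFL passed for Blon_2173 (-1.90), lost without Bi-26 DFL replicate 1, and for Blon_2174 (-1.83), lost without type strain DFL replicate 1 or Bi-26 no carbon replicate 2. The products of Blon_2175 to Blon_2177 were not found beside these genes in the Bi-26 table.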

In Bi-26 the transporter Blon_2175-2177 is missing, while the remainder of the locus is downregulated to the same extent by all three species of fucosyllactose.

LNB-GNB cluster (Blon_0875–Blon_0885) encodes an ABC transporter with solute binding subunit Blon_0883 specific for LNB as well as GNB and three enzymes of hexosamine metabolism. The cluster was shown to be induced by HMO, LNT and LNnT^44,45^, however, to be imported via Blon_0883, these inducing type 1 HMOs need to be hydrolyzed first to disaccharide LNB. Since extracellular glycosylases are not characteristic of *B. infantis*, this locus could be involved in scavenging LNB generated from extracellular HMO degradation by other bifidobacterial species^46,47^ or other intestinal bacteria^44^. In our study, the LNB-GNB cluster in the type strain was strongly downregulated during growth on 3FL, while a smaller number of genes was inhibited by 2′FL, and DFL did not inhibit this cluster. In contrast the LNB-GNB cluster was downregulated in Bi-26 to the same extent by all three FLs (Fig. 7A).

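Of the 11 genes Blon_0875 to Blon_0885 in the type strain, 7 were called down on 3FL, 4 on 2′FL and 0 on DFL by edgeR. At the 1.5-fold threshold the numbers were 9, 8 and 0. The median log2 fold changes were -1.73 on 3FL, -1.45 on 2′FL and -1.08 on DFL, and 10 of the 11 genes were lower in number on DFL. On lactose 8 were called down, with a median of -2.07, so the falls were not specific to FLs. The SBP gene Blon_0883 fell the most on 3FL, by 4.02 (SE 0.559, edgeR adjusted p = 2.5e-04), and had -2.32 on 2′FL and -1.45 on DFL. Its call on 2′FL was lost without either 2′FL library or no carbon replicate 1, and it was called on DFL by DESeq2 with all libraries.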

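In Bi-26, 5 of Blon_0875 to Blon_0885 were called down on 2′FL, 4 on 3FL and 6 on DFL, with medians of -1.47, -1.39 and -1.54. On lactose 5 were called down, with a median of -0.94. The largest fall was that of Blon_0876, with log2 fold changes of -3.12, -3.64 (SE 0.299, edgeR adjusted p = 5.5e-08) and -2.83. Blon_0883 had -2.24, -1.81 and -2.40, of which the calls on 2′FL and 3FL were lost without no carbon replicate 2 or replicate 2 of the FL, and all 3 under scaling by total counts. The interaction of strain and FL passed for Blon_0876 on 2′FL (-1.99) and DFL (-2.11).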

The sialic acid catabolism cluster includes genes encoding sialidase NanH1 (Blon_0646), *N*-acetyl neuraminic acid lyase (Blon_0651), putative kinase NanK, epimerase NanE, and predicted sialic acid ABC transporter (Blon_0647–Blon_0650). Albeit originally believed to be involved in HMO utilization^20^, the role of this cluster in *B. infantis* is now considered to be in utilization of sialylated glycans other than HMOs, e.g. milk glycopeptides or sialylated mucins^48^. 

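In the sialic acid cluster (Blon_0641 to Blon_0651), 9 of 11 genes were called down on 2′FL and 10 on 3FL in the type strain, with median log2 fold changes of -2.90 and -3.53. The values of the 9 genes Blon_0643 to Blon_0651 ranged from -3.29 to -2.01 on 2′FL and from -5.19 to -2.56 on 3FL. On 2′FL the calls depended on single libraries, and without 2′FL replicate 2 those of Blon_0643, Blon_0644, Blon_0645, Blon_0646, Blon_0647, Blon_0648 and Blon_0651 were lost. On 3FL the calls of Blon_0648 and Blon_0651 were lost without either 3FL library or no carbon replicate 1. On lactose 9 genes were called down, with a median of -4.97, so the falls in the type strain were not specific to FLs. On DFL the median was -1.54, all 11 genes were lower in number, and 0 were called by edgeR. Blon_0644 and Blon_0645 were called on DFL by DESeq2 and without DFL replicate 1. In Bi-26, 4 genes were called down on 2′FL, 2 on 3FL and 6 on DFL, with medians of -1.14, -0.29 and -1.72. The largest falls were in Blon_0644 (-4.05, -2.55 and -3.78) and Blon_0643 (-3.33, -1.87 and -3.07). On lactose 1 gene was called down and 2 up in Bi-26, with a median of -0.32. The interaction of strain and 2′FL passed for Blon_0651 (2.10, edgeR adjusted p = 0.037) and for no other gene of the cluster. The interaction of strain and DFL passed for Blon_0643 (-2.11) and Blon_0644 (-2.48). Both were lost without replicate 1 of DFL or replicate 2 of no carbon in either strain, and that of Blon_0644 also without Bi-26 DFL replicate 2. That of strain and 3FL passed with the opposite sign for Blon_0643 (3.19), with any 1 library left out, and for Blon_0644 (2.63), where leaving out any of 5 libraries lost it. On 3FL it also passed for Blon_0645 (3.76) and Blon_0647 (4.58), with any 1 library left out. For Blon_0646 (2.28), Blon_0648 (4.13), Blon_0650 (3.45) and Blon_0651 (3.13) it was lost without no carbon replicate 1 of either strain, and for the first 3 of them also without 3FL replicate 1 of either strain. Blon_0648 and Blon_0650 also lost it without Bi-26 no carbon replicate 2, and Blon_0648 without type strain 3FL replicate 2. Blon_0650 lost it too when replicate number was fitted as a block.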

Pronounced downregulation of (or parts of) this cluster by 2′FL and 3FL (and by DFL in Bi-26 strain) evident in our study might indicate that fucosyllactose is prioritized by *B. infantis* over these potential substrates as well.

In Bi-26 all three FL compounds demonstrated the same pattern of downregulation of competing HMO utilization genes. In the type strain only 3FL demonstrated the same level of regulatory capacity, while 2′FL inhibited a smaller number of genes (Fig. 7A). Furthermore, DFL did not inhibit any genes in the type strain (Fig. 7A), except for two hypothetical proteins. These differences are another indication of a regulatory adaptation for preferential utilization of small fucosylated HMOs by Bi-26.

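The 3 genes called down on DFL in the type strain were a glycosyl hydrolase family 20 gene, with a log2 fold change of -2.07 (SE 0.342, edgeR adjusted p = 0.0074), an ABC transporter permease gene (2653580 to 2654581), with -1.65 (SE 0.363, edgeR adjusted p = 0.040), and Blon_2175. The first 2 were also called on glucose, with -1.71 and -1.71.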

### Complement of HMO transporters in Bi-26 and the type strain

ABC transporters generally contain an extracellular component (SBP, solute binding protein), which binds the target substrates and facilitates their transfer to membrane-embedded permease subunits of the transporter for internalization^49^. SBPs are the major determinants of transporter specificity^49^ and the complement of SPB encoding genes in a genome predicts the spectrum of substrates available to the organism. The type strain genome encodes 20 genes of family 1 SBPs (pfam0147), which is among the highest SBP copy numbers among all sequenced bifidobacterial genomes^44^. Half of the SBPs were determined to bind mammalian glycans, including various types of HMOs^44^. Analysis of the presence or absence of orthologous of these genes showed that four SBPs are missing from the Bi-26 genome: Blon_2344, Blon_2351, Blon_0343 and Blon_2177 (Fig. 7A). 

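In the type strain table the SBP genes lie at 2612517 to 2614109 (Blon_2344), 2622520 to 2624124 (Blon_2351), 397151 to 398560 (Blon_0343) and 2412578 to 2413894 (Blon_2177). For Blon_0343 and Blon_2177 no gene of the Bi-26 table stood at the matching place in the order of products. For Blon_2351 this is not settled. Between Blon_2349 and Blon_2353 the type strain has Blon_2350, Blon_2351 and Blon_2352, with coding lengths of 1593, 1605 and 1599. The Bi-26 table has SBP genes of 1572 and 1584 there, which were given to Blon_2350 and Blon_2352. Order and length do not tell which copy is absent. For Blon_2344 it is not settled either. Between Blon_2343 and Blon_2348 the Bi-26 table has 1 SBP gene, at 2380141 to 2381733, where the type strain has Blon_2344 and Blon_2347 (2616333 to 2617928) with Blon_2345 and Blon_2346 between them. That gene follows Blon_2343 as Blon_2344 does and precedes Blon_2348 as Blon_2347 does. Its coding length of 1593 equals that of Blon_2344, and Blon_2347 has 1596. It was given to Blon_2347 in the order of products, and the tables do not tell which copy it is.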

Notably, three of them have one or more related SPBs with similar substrate specificity remaining in the Bi-26 genome (Fig. 7A). In particular, Blon_2344 and Blon_2347 specifically recognize type 2 glycans binding linear and branched polylactosamines, as well as lacto-n-neotetraose (LNnT) and difucosyl lacto-N-hexaose^44^. While Blon_2344 is absent in Bi-26, Blon_2347 remains. Likewise, Blon_2351, Blon_2350 and Blon_2354 specifically detect GNB, supporting their role in binding and/or import of mucin oligosaccharides^44^. While Blon_2351 is no longer present in Bi-26, SBP subunits Blon_2350 and Blon_2354 remain. Likewise, out of two fucosyllactose-specific ABC transporters characterized in the type strain, only one is present in Bi-26 genome: Blon_2202–2204, while Blon_0341–0343 is not (Fig. 7A). Importantly, Blon_2202–2204 has a wider substrate specificity than Blon_0341–0343. While both transports efficiently internalize 2′FL and 3FL, Blon_2202–2204 supports utilization of additional fucosylated HMOs, including DFL and lacto-N-fucopentaose I^31^. This broader specificity may explain why Blon_2202 homologs are found in two times the number of publicly available bifidobacterial genomes than Blon_0343. Furthermore, Blon_2202 was found to be significantly more prevalent in fecal metagenomic samples of infants living in Japan, Malawi, and Venezuela^31,50^.

Such pattern of SPB gene loss potentially reflects a tendency towards genome size reduction in Bi-26 without significantly limiting the range of HMO substrates available for uptake. The only exception is the Blon_2175–Blon_2177 transporter with high affinity for LNT and longer type 1 HMOs^43,44^. Its absence from the Bi-26 genome (Fig. 7A) likely renders this strain incapable of internalizing these HMOs whole. However, the presence of an intact LNB-GNB transporter Blon_0883–Blon_0885 in Bi-26 (Fig. 7A) indicates that these type 1 HMOs could in fact be consumed by Bi-26 in the presence of other intestinal bacteria capable of extracellular HMO degradation to LNB or other constituents^44,46,47^.

## Discussion

The ability to utilize HMOs differs between the strains of infant-associated bifidobacterial species. While in *B. breve*,* B. longum* subsp. *longum*, and *B. kashiwanohense* the capacity for uptake and catabolism of HMOs is limited to specific strains and to selected types of HMOs^18,30,51^, in *B. infantis* strong growth on a wide range of HMOs is considered characteristic of the entire subspecies^20,52,53^. The detailed analysis of molecular mechanisms of HMO utilization has been addressed largely in a single representative of *B. infantis* subspecies, the type strain ATCC 15697, with a few exceptions^20,24^ leading to the underestimation of the genetic and metabolic diversity present within the *B. infantis* subspecies as a whole. In this study we show that at least two distinct strategies for FL utilization are evident within the *B. infantis* subspecies. While the type strain is a generalist, that was shown to consume different types of HMOs simultaneously and equally well without a preference for any neutral or fucosylated HMO^8,22,33,52^, we propose that Bi-26 is adapted to quickly internalize small fucosylated HMOs. This could provide a competitive advantage via rapidly depleting the preferred substrates (2′FL, 3FL, DFL) and preventing other bifidobacteria from accessing them. Additionally, through metabolism of small, fucosylated HMOs, Bi-26 creates a low pH environment that may exclude potential pathogens. Our findings support this conclusion: Bi-26 reduced genome, differences between Bi-26 and the type strain in growth rates and final cell density at 24 h during growth on FLs, differences in excreted fermentation products, and global transcriptional responses of the two strains to each of FLs species.

Small fucosylated HMOs, the focus of this study, present a bit of a paradox. They are readily available in human breast milk (aside from milk derived from non-secretor or/and Lewis negative mothers^54^) with 2′FL being the most abundant HMO type^8,9,11^ representing up to 45% of the total HMO content in individual breast milk^12^. Yet, fucosyllactose-utilizing strains are rare among breast-fed infant-isolated bifidobacteria outside *B. infantis*,* B. kashiwanohense*, and *B. bifidum*^19,30,51^. Indeed out of 17 *B. longum* subsp. *longum* strains previously tested^30^, only one could grow on 2′FL or 3FL, while all grew well on LNT^30^. Likewise, 2′FL supported vigorous growth of merely 2 *B breve* strains out of 24 tested^51^ while all grew on LNT. We hypothesize that 2′FL, 3FL, and DFL present a challenge to use as a carbon source, as this group has the highest fucose to lactose molar ratio among all HMO species: 2:1 in tetrasaccharide DFL, and 1:1 in trisaccharides 2′FL and 3FL. Fucose is a poor growth substrate for all bifidobacteria, as this taxonomic group lacks the classic aerobic route of fucose catabolism via phosphorylated intermediates^55,56^ and instead possess the anaerobic non-phosphorylated pathway that yields no ATP^19,41,57^. None of bifidobacterial strains tested demonstrated significant growth on L-fucose^18^. In *B. longum* subsp. *infantis* some growth with L-fucose as sole carbohydrate source could be enabled only in the presence of trace amounts of glucose (0.4 mM)^19,58^. In *B. breve* UCC2003 the ‘substrate utilization without growth’ phenotype was observed with L-fucose as sole carbohydrate source. A marked decrease in the concentration of L-fucose with concurrent increase in its degradation products (acetate, formate and 1,2-PD) was not accompanied by any change in OD^18^. Likewise, in our study no significant growth on L-fucose as the sole carbon source was observed for both strains (Fig. 3B).

The non-phosphorylated fucose catabolic route is not yet fully elucidated in bifidobacteria^19,23^, which in turn complicates the analysis of FLs utilization in these organisms. This is especially true of *B. infantis*, which relies on HMO consumption strategy based on the import of intact HMO structures and their intracellular enzymatic degradation^22,32,59^. Figure 2 illustrates the current limited understanding of the concurrent assimilation of the FLs constituents L-fucose and lactose. Notably, pyruvate is the central cross-point intermediate in utilization of both, carrying the major carbon flux in FL utilization. This situation is unique for bifidobacteria and is determined by the fact that the so-called fructose 6-phosphate or bifid shunt is the only pathway involved in energy recruitment from lactose within the limited central metabolic network of these non-respiring obligate anaerobes^29^. The central position of pyruvate in fucosyllactose utilization by *B. infantis* prompted us to analyze this compound along with the ‘classic’ end fermentation products: acetate, lactate, and formate. The striking difference observed between the Bi-26 and type strains grown on each FL was the significant pyruvate accumulation in the spent medium in the former but not in the latter strain. Importantly, no pyruvate was detected in cultures grown on lactose as the sole carbon source for either strain. Quantitatively pyruvate accumulation was highest during Bi-26 growth on DFL (~ 5.8 mM at 24 h) and less on 2′FL and 3FL: 3.7 and 4.4 mM respectively, which agrees with different fucose fractions in these fucosyllactose species. The excreted pyruvate levels were comparable to the 1,2-PD molar levels accumulated in the same samples (from 8 to 9.8 mM for all FLs). These numbers are quite high because 30 mM DFL, or 40 mM 2′FL or 3FL (20 g/L of each oligosaccharide) were added to each culture at the start of fermentations, with about half of them utilized in 24 h. 1,2-PD is the known product of L-fucose catabolism and can be used to quantify the fraction of fucose catabolized in each culture. Since about half of available DFL (15 mM) was consumed by Bi-26 in 24 h (Fig. 4A), twice the molar amount of the fucosyl moiety in DFL (30 mM) must have been processed by the cells. As shown in Fig. 5E, about 10 mM of that was excreted as 1,2-PD, indicating that about a third of available fucose was catabolized by Bi-26 to 1,2-PD and pyruvate. The levels of excreted pyruvate at ~ 5.8 mM (Fig. 5D) indicate that about half of the pyruvate generated in this process was excreted and not incorporated into the biomass. Significantly lower levels of 1,2-PD excreted by the type strain (as compared to Bi-26) during growth on any of the three FL compounds indicate that a smaller fraction of FL fucosyl moiety is likely catabolized by this strain to pyruvate and 1,2-PD. The fate of the remainder of the fucosyl moiety in the type strain or in Bi-26 was not pursued in this study. However, from out earlier work^24^ we know that at least a part of it is excreted by Bi-26 as L-fucose during growth on 2′FL^24^ and that the amounts of 1,2-PD and L-fucose accumulating in the spent medium inversely correlated under these conditions (not shown). In the absence of any fucose catabolic pathways in *Bifidobacterium* genera other than the non-phosphorylated anaerobic route, the L-fucose monosaccharide excretion and its catabolism to pyruvate and 1,2-PD are the only two alternative fates of the fucosyl moiety in FLs (or other fucosylated HMOs) conceivable to date (illustrated schematically in Fig. 2). Currently the prevailing opinion in the literature is that *B. infantis* does not release L-fucose or other monosaccharides outside the cell, allegedly preventing cross-feeding to other gut species^32,59^. However, L-fucose accumulation in the spent medium during the *B. infantis* growth on fucosylated HMOs has been reported in the literature, even if in passing^24,33,60^. Although beyond the scope of this study, this phenomenon warrants further investigation, as fucose metabolism is highly relevant in vivo in the mammalian host^61,62^, an environment where fucose is an abundant component of mucin and milk glycans and glycoproteins, potentially available to gut microbiota^63,64^ and is one of important mediators of host-microbe symbiosis^61,64–68^.

Pyruvate excretion by *B. infants* during growth on HMOs has not been reported in the literature, except as a brief mention in an earlier publication from our group^24^. In addition to pyruvate excretion by Bi-26 (Fig. 5D, Supplemental Fig. 1E), we also observed an activation of several pathways of pyruvate dissipation in the DFL transcriptome of this strain, especially at the T3 timepoint (Fig. 7B). This pattern of a slight but significant upregulation of several pyruvate metabolism genes in Bi-26 indicates that pyruvate can be converted to a volatile compound R-acetoin and/or to S-2-acetolactate and 2-aceto-2-hydroxybutanoate, two precursors in the pathways leading to branch-chain amino acids L-valine, L-leucine, and L-isoleucine^37,38^, which have the potential to serve as intracellular pyruvate sinks (Fig. 2).

Both processes, the internal enzymatic dissipation and the excretion of pyruvate, have the potential to be an adaptation to growing in the infant gut where acetate has been shown to accumulate to high concentrations. With acetate at high levels shown in exclusively breast-fed babies (11:1 acetate:lactate)^69^ the excretion of acetate against its steep gradient becomes inefficient, impeding the carbon flux through the bifid shunt and ATP generation. The tolerance of bifidobacteria towards the end products (lactate and acetate) is known to be low^70,71^, as compared to lactococci or lactobacilli, for example. Cessation of growth for *B. breve*,* B. longum*, and *B. infantis* was reported to occur in the medium containing 12–18 g/L of both lactate and acetate^36^ under pH-controlled conditions, while growth rate decline was observed at even lower concentrations of these end products, at 10 g/L^71^. For comparison, for *Lactobacillus sp*. critical lactate concentrations lie in the range of 60 to 90 g/L^36^. Switching to pyruvate excretion as an additional fermentation end product under these conditions could be a valuable strategy of energy generation.

End-metabolites of bifidobacteria and other lactic acid bacteria (LABs) in human gut have been shown to serve as substrates for secondary degraders such as butyrate-producing colonic bacteria^72–76^. We hypothesize that the pyruvate and L-fucose excretion by *B. infantis* Bi-26 reported in this study may represent additional potentially important factors in the ecological role of bifidobacteria in infant gut acting directly on the human colon epithelial cells or through cross-feeding to yield the health benefits associated with infant gut microbiota if dominated by *B. infantis.*

The theoretical molar ratio of acetate to lactate of about 1.5:1 is generally observed in bifidobacteria when hexose is supplied as a fermentable substrate in batch culture, but this ratio is not always obtained with other growth substrates or culture conditions^77^. For example changes in end product formation in species of *Bifidobacterium* have been corelated with the specific rate of sugar consumption^78^. When the specific sugar consumption rate increased, relatively more lactic acid and less acetic acid, formic acid, and ethanol were produced, and vice versa^78^. In our experiments, however, the rate of growth and the total amounts of oligosaccharides consumed in 24 h differed modestly between ATCC 15697 and Bi-26 (Figs. 3, 4) and cannot fully explain the much larger differences in acetate:lactate ratios between the strains (Supplemental Table 3).

Higher ratio of acetate:lactate ratio has been reported to occur due to phosphoroclastic splitting of pyruvate (derived from carbons 4, 5, and 6 of hexose) to acetyl phosphate and formate^79,80^. In this regard, the sharp increase in acetate and formate levels over lactate in ATCC 15697 (especially during growth on DFL) is likely due to increased conversion of the fucose-derived pyruvate into acetyl phosphate and formate. In contrast, Bi-26 employs a different strategy to dispose of the fucose-derived pyruvate: namely, via its excretion and dissipation to (R )-acetoin and/or intermediates of branched-chain amino acid biosynthesis (Fig. 2). The large differences in end product production are reflected also in the significant terminal pH difference (pH = 5.13 in ATCC 15697 vs. pH = 3.89 in Bi-26 at 24 h on DFL), because acetate, which is produced predominantly by ATCC 15697 (Supplemental Table 3), has the lowest acid strength of the four organics acids: acetic, pKa = 4.756; lactic, pKa = 3.86; formic, pKa = 3.745; pyruvic, pKa = 2.50)^81^.

2′-FL and 3FL are important for the colonization of bifidobacteria in the infant gut^3,54^. Supplementation of 2′FL by non-secretor mothers may be able to provide those same benefits. Additionally, with the rise in caesarian births and decreasing diversity in the microbiome^82^, supplementation with *B. infantis* strains utilizing different metabolic strategies of fucosyllactose utilization may be beneficial to infants that would not be exposed to it naturally.

Isolates capable of efficient utilization of fucosyllactose have been reported in other species of Bifidobacteria, including *B. breve*^51^, *B. longum*^30^, *B. pseudocatenulatum*^25^, and *B. kashiwanohense*^18,19^; and the genes controlling fucosyllactose uptake, intracellular hydrolysis, and L-fucose utilization have been identified. It would be also important to test whether these FL utilizers in other Bifidobacterial species possess the metabolic and regulatory networks modifications similar to those reported in this study for *B. infantis* Bi-26, which facilitate efficient growth on this often abundant but challenging substrate in mother’s milk.

In conclusion the results of this study show the importance of strain specific properties even within a subspecies in a narrow niche environment. Even though HMO utilization is a characteristic of *B. infantis* subspecies, we see two very different strategies for utilization by Bi-26 and the type strain. Bi-26 has evolved an ability to quickly metabolize FLs while preserving homeostasis within the cell, whereas the type strain has maintained all genes needed for metabolism of all HMOs. Current methods of microbiome research lack the resolution to discern strain specific differences that shape the complex network of host-microbial interactions in the human gut. Even within the simplest example, the infant gut, where microbiome complexity is a fraction of that in an adult, the impact of strain-specific metabolic variations on this complex ecosystem is not well understood. Defining individual strain’s roles within the complex system will be essential for understanding the numerous interactions affecting host health throughout life and can be used as a guide for health promoting supplementation.

## Materials and methods

### Genomic comparisons

We examined ~ 330 public *B. longum* genomes available in NCBI^83^ and PATRIC^84^ databases (as of October 2019) to determine species and subspecies classifications using PATRIC’s pipeline for phylogenetic tree construction^84^. Briefly, 100 core proteins (encoded by single copy genes present in all included genomes) were aligned using RAxML^85^. From this tree, we identified 36 genomes that clustered with the type strain *B. longum* subsp. *infantis* ATCC 15697 and 8 genomes that formed a distinct clade with *B. longum* subsp. *suis* type strain LMG 21814, assuming all other genomes to fall into *B. longum* subsp. *longum* subspecies. We then created a smaller representative core genome tree for the *B. longum* species (Fig. 1) with 30 of the identified *B. infantis* genomes with acceptable quality, all publicly available genomes that clustered with *B. longum* subsp. *suis* type strain, and 30 diverse represented genomes of *B longum* subsp. *longum*, chosen for the maximum representation of the inter-subspecies diversity from ~ 300 nonredundant genomes of the *B. longum* subsp. *longum* subspecies available in PATRIC database. This final tree was built with RAxML^85^ in the Phylogenetic Tree Building Service of the PATRIC database^84^, described in detail here^86^. It was based on the alignment of the concatenated amino acid and nucleotide sequences of 500 core proteins families. Support values were generated using 100 rounds of the ‘Rapid’ bootstrapping option^87^ of RaxML.

### Bacterial strains and culture conditions

We used *B. longum* subsp. *infantis* strain Bi-26 (Bi-26) obtained from the DuPont Global Culture Collection (Germany) and *B. longum* subsp. *infantis* strain ATCC 15697 (type strain) obtained from the American Type Culture Collection (Manassas, VA). Both strains were maintained in Man Rogosa and Sharpe Medium (MRS) supplemented with L-cysteine HCl (0.05% w/v) at 37 °C under anaerobic conditions achieved using the BD GasPak EZ system. For all experiments, we modified the basal media from Asakuma et al.^8^ to create modified basal media (mBasal) containing: 10 g/L BD peptone, 2 g/L yeast extract, 5 g/L NaCl, 2 g/L diammonium citrate, 0.2 g/L magnesium sulfate, 2 g/L dipotassium hydrogen phosphate. The pH was adjusted to 6.4. After autoclaving, we added filter-sterilized (0.2uM, PES membrane) 0.05% (w/v) L-cysteine HCl and 2% (w/v) of the indicated carbon source.

Prior to all experiments, stock cultures were grown overnight on MRS before being transferred to mBasal media. The cells were washed by centrifugation at 5000 rcf for 5 min, the supernatant was removed, and the cells were then resuspended in equal volume of mBasal media. All experiments were set-up under anaerobic conditions inside a temperature and humidity-controlled glove box (Plas-Labs, Lansing, MI) fitted with a palladium catalyst and mixed gas (5% CO_2_, 10% H_2_, 85% N_2_). Prior to inoculation, the media was acclimated overnight in the anaerobic chamber.

### Bacterial growth in vitro on HMO

Both strains were tested for growth on glucose, lactose, 2′-fucosyllactose (2′FL), 3-fucosyllactose (3FL), di-fucosyllactose (DFL), or fucose as the sole source of carbon. CARE4U 2′FL, 3FL, and DFL (FLs) were obtained from DuPont N&B, Ghent, Belgium. Glucose and lactose were obtained from Sigma-Aldrich (St. Louis, MO). All growth experiments were conducted in triplicate in Hungate tubes with 5 mL of mBasal media supplemented with 2% (w/v) of each carbon source and an initial inoculum of 0.05 optical density at 600 nm (OD_600_). All tubes were incubated at 37 °C for 24 h. Optical density readings were taken every 1–2 h for 24 h. The initial and final pH was measured using Thermo Scientifics Orion star A211 pH meter. The relationships among 24 h OD_600_ readings were evaluated by two-tailed, student’s t-test in PRISM version 8 (GraphPad, San Diego, CA, US).

### Collection of samples for metabolite analysis and RNA sequencing

On carbon substrates supporting robust growth (lactose, 2′FL, 3FL, DFL for Bi-26) the samples for RNA sequencing and metabolite analysis were collected at the following time points: T1 at 0.10–0.20 OD_600_ entering logarithmic growth; T2 at 0.30–0.55 OD_600_ early to middle logarithmic growth phase, and T3 at 0.73–1.05 OD_600_ approaching late logarithmic phase, prior to entering stationary phase. In addition, the T4 samples were collected at the termination of growth at 24 h for metabolite analysis (not used for RNAseq). On poor carbon sources that did not support the classic growth curve (no carbon, fucose) with very little OD_600_ changes the sampling was done twice: upon reaching 0.1–0.2 OD_600_ (T1) and at 12 h after inoculation (T2/T3). All three time points were processed for RNAseq analysis for Bi-26, the focus of this study, while a single time point for each carbon source was analyzed for ATCC15697, corresponding to T2. Accurate sampling is essential for comparison of cell growth and physiology between two different strains grown on 6 different carbon sources. Significantly different growth profiles demonstrated by Bi-26 and ATCC15697 on some substrates (e.g. 2-FL, DFL, glucose) made the use of matching OD_600_ or growth times insufficient for proper sampling. In such cases matching of samples for comparisons was aided by the use of global expression profiles.

Duplicate, independent experiments were conducted for all conditions. The cells were centrifuged at 5000 rcf for 5 min. The supernatant was removed and filter sterilized (0.2 µM, PES membrane) before being frozen at − 20 °C for later metabolite analysis. The pelleted cells were resuspended in RNAprotect Bacterial reagent (Qiagen) following the manufacturer’s protocols. The resulting cell pellets were frozen at − 80 °C. Cell pellets from Bi-26 T1, T2, T3, and type strain T2 were sent to Genewiz (South Plainfield, NJ) for RNA isolation and sequencing.

### Metabolite and carbon source analysis using ion chromatography and HPLC

Samples were tested for production of lactic acid, formic acid, acetate, lactate and pyruvate for T1 and 24-h (T4) timepoints for both strains. Samples of Bi-26 T2 and T3 were also tested. Additionally, those samples were tested for the carbon sources lactose, 2′FL, 3FL and DFL. Bi-26 HPLC was able to quantify all these compounds except for formic acid which was measured using ion chromatography.

The metabolite samples were diluted to fall into the calibration range with HPLC-grade water obtained from in-house water purification system (Barnstead GenPure Pro, Thermo Scientific, Waltham, MA, USA). Optima LC–MS Grade formic acid (Fisher Scientific) standards were diluted with HPLC-grade water for preparation of the calibration curve. The concentration of formic acid in the samples was measured using a Thermo Dionex ICS5000 ion chromatography system (Thermo Scientific) fitted with A Dionex IonPac™ AS19-4 µm column (2 × 250 mm, Thermo Scientific) with a guard column, Donex IonPac™ AG19–4 µm, 2 × 50 mm. The flow rate was 0.25 mL/min and an eluent generator with potassium hydroxide solution was used to generate the mobile phase. The gradient (in mM KOH) is as follows: 0–8 min: 5 mM; 8–8.5 min: 100 mM; 8.5–14 min: 100 mM; 14–14.5 min: 5 mM; 14.5–20 min: 5 mM. The suppressor (AERS-2 mm) was set to 38 mA. The column temperature was maintained at 30 °C and the sample injection volume was 12 µL. An external calibration curve was used to calculate the concentration of formic acid in the samples using linear regression.

HPLC with evaporative light scattering detection was used to identify the carbohydrates. Metabolite samples were further diluted with acetonitrile (1:1 acetonitrile:sample) to match the mobile phase conditions. Fucose and lactose standards (≥ 99% purity) were obtained from Sigma-Aldrich. The CARE4U 2′FL, 3FL along with DFL standards were received from DuPont N&B. A mixed standard of fucose, lactose, 2′FL and DFL was prepared in acetonitrile:water (1:1). A separate standard of 3FL was prepared due to poor resolution from the 2′FL standards. This did not affect sample analysis since the two analytes were not present in the same sample. Analysis was performed using a Thermo Vanquish Flex UHPLC system (Thermo Scientific) with a Shimadzu ELSD-LTII Evaporative Light Scattering Detector (ELSD, Shimadzu Scientific Instruments, Columbia, MD, USA). An XBridge Amide column (2.1 × 50 mm, Waters Corp, Milford, MA, USA) was connected in series to a Luna Omega Sugar column (2.1 × 150 mm, Phenomenex, Torrance, CA, USA). The column temperature was maintained at 35 °C with a flow rate of 0.25 mL/min. A gradient with Mobile Phase A (HPLC-grade water) and Mobile phase B (95/5/5: Acetonitrile/2-propanol/HPLC grade water) was used to separate the components. The gradient (in % Mobile phase B) was as follows: 0–0.5 min: 90%; 0.5–15.5 min: 70%; 15.5–17 min: 70%; 17–17.1 min: 90%; 17.1–22 min: 90%. Injection volume was 5 µL and an external calibration curve was prepared to calculate the concentration of the analytes in the samples. The best fit curve was quadratic for all the carbohydrates.

HPLC with refractive index and ultraviolet detection was used to quantify glucose, pyruvate, acetate, ethanol, butyric acid, galactose, 1,2-propanediol, and lactic acid. 200 µL of metabolite sample was aliquoted into an HPLC vial with an insert (minimum 100 µL to avoid mis-injections) and ran without dilution. A set of independent control standards made in water were ran for each compound of interest (various concentrations were made to cover the expected range). The water was ultra-pure Millipore water from an in-house dispenser system (Purelab Ultra ELGA) and standards for each compound of interest (≥ 99% purity) were obtained from Sigma-Aldrich. Samples were vortexed, and analysis was performed using a 1200 HPLC system (Agilent) with Refractive Index and Ultraviolet detectors. A Bio-Rad Aminex HPX-87H column (300 × 7.8 mm, prepacked carbohydrate analysis column, hydrogen form, 9 µm particle size, 8% cross linkage, pH range 1–3) Part # 1,250,140 was used. The column temperature was maintained at 40 °C with a flow rate of 0.6 mL/min. Injection volume was 10 µL and external calibration check standards were prepared and used to confirm the validity of the calibration curves.

### RNA sequencing

Frozen cell pellets were sent to Genewiz (South Plainfield, NJ) for RNA isolation and sequencing. Cells were lysed using the Tissuelyser (Qiagen) and RNA was extracted using RNeasy Plus Mini Kit (Qiagen) following the manufacturer’s protocols. Ribosomal RNA was depleted using the Ribo-Zero Gold kit (Epicentre, Madison, WI, USA). RNA. Pooled libraries were sequenced on an Illumina HiSeq2500.

### Analysis of RNA-seq and differentially expressed genes

Paired-end RNA sequencing data were subsampled to 5 million reads per sample and interleaved into a single file using BBmerge version 1.1.3 with default settings within Geneious Prime version 2020.0.5 (Aukland, New Zealand). Paired reads were aligned to the Bi-26 genome using the Geneious alignment tool under the default settings. RNA-seq alignment summary statistics are in Supplemental Table 1.

We compared each carbohydrate source to no carbohydrate (focal carbohydrate as numerator, no carbohydrate as denominator). In contrast to previous studies, we did not use lactose as the base condition, as the global regulator effect of lactose could potentially obscure the differences in the signatures of the specific HMOs^26,28^, instead we used the no carbohydrate condition.

Differential expression analysis was performed using DESeq2 in Geneious^88^, and a gene was considered differentially expressed if the Benjamini–Hochberg adjusted *p* value < 0.05 and the absolute value of the log2 fold change > 1.5. Intersecting sets of differentially expressed genes were visualized with UpSet diagrams^89^ and log2 fold changes were visualized using the *pheatmap* package (version 1.0.12) in R (version 3.6.2). The reference genome for Bi-26 was prepared and sequenced according to previously published methods^24^.

## Supplementary information

Supplementary information

## Data Availability

*Bifidobacterium longum* subsp. *infantis* Bi-26 is safe deposited as ATCC SD-6720. The genome sequences for *B. longum* subsp. *infantis* Bi-26 and ATCC 15697 are available at the National Center for Biotechnology Information (NCBI) under Accession Numbers CP054425 and NC_011593. The expression data is available with the Gene Expression Omnibus Number XGSE151933.

How the deposited data were processed for this re-analysis (not part of the article)

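The processed tables of the series hold 1 table of genes for each strain. The authors subsampled paired-end reads, interleaved them with BBmerge 1.1.3 in Geneious Prime, aligned them with the Geneious aligner at default settings and tested them with DESeq2 in Geneious. The deposited values used here are the authors' expected counts for each library. The settings of the counter are not stated in the text. Of the values 46.0% in the type strain and 50.4% in Bi-26 were not whole numbers, and they were rounded before the tests. Normalized values were computed here from these counts.

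The tables were matched to 41 samples in 21 conditions, 27 libraries of Bi-26 in 14 conditions and 14 of the type strain in 7. Every condition had n = 2 except no carbon at T1 in Bi-26, which had n = 1. A further 5 tracks match no sample and were not used here. One type strain 3FL track carries no replicate letter and was assigned by elimination. Where labels and methods gave different optical densities, carbon source percentages or RNA extraction, samples were assigned by the timepoint names of the paper. Reads on genes ran from 284195 to 3110909 in the type strain and from 4271982 to 9839579 in Bi-26.

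Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. TMM factors, filterByExpr and a robust quasi-likelihood fit with 1 group per condition were used, with all libraries of a strain in 1 fit. The biological coefficient of variation was 0.241 in the type strain, 0.223 in Bi-26 and 0.204 in the fit of both strains. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.5, and 1.5-fold was the alternative threshold, since the paper gives both. Standard errors are the absolute log2 fold change divided by the square root of F. Intervals and limits cover the spread of the counts only, and not differences in handling that all libraries of a group share. PCA used log2 CPM with a prior count of 2. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

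Blon IDs were placed by the products that Fig. 7 and the text give, in their order along the chromosome. Genes of the strains were paired by a collinear alignment of strand and coding length, with a gap penalty of -0.6 and another pair within 3 places. This gave 1554 pairs, against 141 after the gene order of Bi-26 was shuffled (seed 1). Of the pairs with an informative product in both tables, 71.12% shared a word of it, against 4.28% of shifted pairs. All 84 of the placed genes that were paired were paired with each other.

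Genes named in the passages are those the paper names and the 2 largest called changes in each direction of each comparison with no carbon in which all libraries of a group lay on the same side. The values of Figs. 6 and 7 had been seen when this rule was set. Genes named outside it are marked as chosen after their values were seen, and this also holds for the short lists on DFL, glucose and fucose and for the genes that differ between FLs.

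Alternatives were DESeq2 1.42.0 with all libraries or 2 groups only, edgeR with 2 groups only or with the 5 shared conditions at T2, glmTreat, DESeq2's size factors, total counts, no filter, replicate number as a block, only paired genes, and each library left out. The tests were tested on simulated data with 200 genes changed well past the fold threshold. Of these, edgeR recovered 85% for DFL in the type strain, 93% in Bi-26 and 92% for the interaction. Changes near the threshold were not simulated. DESeq2 recovered 177 and 187 genes. Shared controls were simulated 20 times, and Bi-26 libraries were thinned 20 times.

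The growth curves, the sugar and metabolite measurements, the genome comparison and the supplemental tables of the paper were not analysed here.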

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

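The check of single libraries behind Blon_0647 and Blon_0648, the thinning, the background subtraction, the removal of the abundant gene and the comparisons with lactose were chosen only after the result was seen.

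Paired genes differed between the strains in their change from no carbon. The interaction passed for 158 genes on lactose, 213 on 2′FL, 147 on 3FL and 215 on DFL. Wrong pairs of genes could give such a pattern. Among pairs of unequal coding length 14.39% passed on DFL, against 13.71% of pairs with equal length (Fisher exact p = 0.776). The pattern was therefore not limited to pairs of unequal length. Those pairs had to have other pairs on both sides, so they need not hold more wrong pairs. The comparison cannot exclude wrong pairing. The labels name no batch, and the interaction subtracts what shifted all libraries of a strain alike. It does not remove a shift limited to the no carbon libraries of 1 strain, or an unequal background of reads. Relative to the mean, the read density at the 1st percentile of genes was 0.041 and 0.058 on DFL in the type strain. In Bi-26 it was 0.0044 in both DFL libraries. With no carbon it was 0.025 and 0.090 in the type strain and 0.051 and 0.0021 in Bi-26. Neither was tested on the interaction. A biological reason for the difference stays a hypothesis.

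The type strain had 19 genes called on DFL and Bi-26 742. Lower depth could shorten a list, but Bi-26 libraries thinned to the type strain totals still gave a median of 699. The DFL library with the fewest reads could add noise. Without it the type strain count rose, but it stayed below every Bi-26 count on DFL with a library left out. Reads spread evenly over all genes could compress fold changes, and after subtraction the count was 40. The last pair of explanations may each account for part of the difference, and neither step as run accounted for the whole. The subtraction took a low estimate of the background. A larger background, or both steps together, was not run. The narrower response of the type strain to DFL did not rest on p-values alone, with 41 genes past the fold threshold at any p (151 after the subtraction) against 747 in Bi-26, and an SD of log2 fold changes of 0.639 against 1.58. A biological reason for it stays a hypothesis, found and tested on the same data.

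In Bi-26 a short hypothetical gene held 43.9% and 73.6% of the reads of the no carbon libraries at T2. Its share could set the counts of called genes through the scaling. Leaving it out changed the DFL count from 742 to 730, the largest move of the 4 carbon sources, which argues against this with TMM scaling. Scaling by total counts alone, which does not correct for it, gave 1137.

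In Bi-26 440 genes were called on all 4 carbon sources. Shared no carbon libraries could produce shared calls from noise. In 20 simulations that also redrew the no carbon libraries, unchanged groups gave at most 0 shared genes. The redrawn libraries had the spread estimated over all conditions, while the measured no carbon pair differed the most of all Bi-26 pairs. The simulations thus do not exclude noise in the controls. The lists may reflect the no carbon culture more than the carbon source. With edgeR at most 46 genes differed between an FL and lactose in Bi-26, which is consistent with that reading. For DFL vs lactose DESeq2 gave 60 and 68, the 1.5-fold threshold 105, and leaving out lactose replicate 2 gave 86. A response to starvation or to slower growth and a response common to the sugars cannot be separated in these data, and cultures at matched growth rates would be needed.

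Blon_0647 and Blon_0648 were called in opposite directions on lactose. In the type strain Blon_0647 had a log2 fold change of -5.06 and Blon_0648 -4.97, and in Bi-26 they had 2.69 and 2.40. The interaction was 7.89 (SE 1.04, edgeR adjusted p = 1.8e-04) and 7.52 (SE 1.28, edgeR adjusted p = 0.0016). One library could have set this, but the lowest difference with a library left out was 6.09. The Bi-26 calls alone depended on single libraries: that of Blon_0647 was lost without no carbon replicate 1, and that of Blon_0648 without lactose replicate 1 or no carbon replicate 2. A biological reason for this stays a hypothesis too.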

How the results depend on the processing

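Of the alternatives listed here, the removal of the gene with the most reads, the PCA without no carbon libraries, the thinning, the background subtraction, the comparisons with lactose, and the T3 comparisons of 2′FL and 3FL with no carbon were chosen only after the result was seen. The others were chosen before the data were examined. Named genes gave 405 results under 5828 alternatives, of which 5246 kept the call, 405 lost it, 176 gained it, and 1 gained it with a change of sign. That one is Blon_0131 in Bi-26 on 2′FL at T2, not called at -0.07 and called at 1.62 under scaling by total counts alone, which raised the median of all genes by 1.22. Counts and sizes gave 80 results under 745 alternatives, of which 207 moved. A count moved when it was over 1.5 times apart from the main count, and any other value when it changed by at least 1 SD, taken over library pairings or over values with a library or replicate left out. For the type strain PCA percentages between carbon sources no such SD could be had, and every change counted.

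Testing against the fold threshold itself (glmTreat) gave these type strain counts of genes against no carbon: 89 for lactose (main 558), 12 for 2′FL (main 103), 46 for 3FL (main 229), 10 for DFL (main 19), 0 for glucose (main 14) and 6 for fucose (main 14). For type strain counts against lactose it gave 19 for 2′FL (main 119) and 24 for DFL (main 167). It gave Bi-26 counts of genes against no carbon of 195 for lactose (main 647), 251 for 2′FL (main 656), 247 for 3FL (main 656), 325 for DFL (main 742) and 300 for DFL at T3 (main 757). Bi-26 counts between FLs: 2 for DFL against 3FL at T1 (main 6), 0 for 3FL against 2′FL at T1 (main 6), 0 for DFL against 2′FL at T3 (main 2) and 0 for DFL against 3FL at T3 (main 9). For Bi-26 counts against lactose it gave 5 for 2′FL (main 24), 6 for 3FL (main 22) and 4 for DFL (main 46). It gave Bi-26 genes called on all 4 carbon sources of 137 (main 440). Total of the comparisons between FLs: 2 (main 23). It requires a change beyond the threshold with certainty, so shorter lists follow from its construction.

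The 1.5-fold threshold gave these type strain counts of genes against no carbon: 1302 for lactose (main 558), 501 for 2′FL (main 103), 824 for 3FL (main 229), 35 for DFL (main 19) and 73 for glucose (main 14). It gave type strain counts against lactose of 483 for 2′FL (main 119) and 565 for DFL (main 167). Bi-26 counts of genes against no carbon: 1410 for lactose (main 647), 1452 for 2′FL (main 656), 1432 for 3FL (main 656), 1542 for DFL (main 742) and 1520 for DFL at T3 (main 757). For Bi-26 counts between FLs it gave 13 for DFL against 2′FL at T3 (main 2) and 70 for DFL against 3FL at T3 (main 9). It gave Bi-26 counts against lactose of 105 for DFL (main 46). Bi-26 genes called on all 4 carbon sources: 1093 (main 440). For total of the comparisons between FLs it gave 95 (main 23). It gave genes passing the interaction of 494 for 2′FL (main 213), 347 for 3FL (main 147), 482 for DFL (main 215) and 299 for lactose (main 158). Time course calls of Blon_2305 to Blon_2310 in Bi-26: 1 (main 0). A lower threshold admits more genes by construction.

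Counting only the paired genes gave these type strain counts of genes against no carbon: 298 for lactose (main 558), 59 for 2′FL (main 103), 134 for 3FL (main 229), 12 for DFL (main 19) and 9 for glucose (main 14). Bi-26 counts of genes against no carbon: 367 for lactose (main 647), 395 for 2′FL (main 656), 369 for 3FL (main 656), 419 for DFL (main 742) and 431 for DFL at T3 (main 757). For Bi-26 genes called on all 4 carbon sources it gave 241 (main 440). It gave type strain SD across genes of 1.21 for lactose (main 1.30) and 0.738 for 2′FL (main 0.793). Type strain genes past the fold threshold at any p: 303 for lactose (main 606), 60 for 2′FL (main 106), 145 for 3FL (main 255) and 26 for DFL (main 41). For Bi-26 genes past the fold threshold at any p it gave 376 for lactose (main 665), 397 for 2′FL (main 666), 375 for 3FL (main 667) and 422 for DFL (main 747). It gave Bi-26 SD across genes of 1.36 for 3FL (main 1.50) and 1.42 for DFL (main 1.58). Fewer genes enter by construction.

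DESeq2 with all libraries of a strain gave these type strain counts of genes against no carbon: 29 for DFL (main 19), 25 for glucose (main 14) and 33 for fucose (main 14). For Bi-26 counts between FLs it gave 5 for DFL against 2′FL at T2 (main 0), 7 for DFL against 3FL at T2 (main 0), 4 for 3FL against 2′FL at T2 (main 0), 7 for DFL against 2′FL at T3 (main 2) and 18 for DFL against 3FL at T3 (main 9). It gave Bi-26 counts against lactose of 39 for 2′FL (main 24). Total of the comparisons between FLs: 58 (main 23), and the cause was not tested.

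DESeq2 with 2 groups only gave these type strain counts of genes against no carbon: 33 for fucose (main 14). It gave Bi-26 counts between FLs of 12 for DFL against 3FL at T1 (main 6), 13 for 3FL against 2′FL at T1 (main 6), 27 for DFL against 2′FL at T2 (main 0), 10 for DFL against 3FL at T2 (main 0), 16 for 3FL against 2′FL at T2 (main 0), 8 for DFL against 2′FL at T3 (main 2) and 16 for DFL against 3FL at T3 (main 9). Bi-26 counts against lactose: 43 for 2′FL (main 24). For total of the comparisons between FLs it gave 102 (main 23), and the cause was not tested.

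edgeR with 2 groups only gave these type strain counts of genes against no carbon: 24 for glucose (main 14). Type strain counts against lactose: 192 for 2′FL (main 119) and 10 for 3FL (main 16). For Bi-26 counts between FLs it gave 25 for DFL against 2′FL at T2 (main 0), 3 for DFL against 3FL at T2 (main 0), 10 for 3FL against 2′FL at T2 (main 0) and 0 for DFL against 3FL at T3 (main 9). It gave Bi-26 counts against lactose of 12 for 2′FL (main 24) and 8 for 3FL (main 22). Total of the comparisons between FLs: 54 (main 23), and the cause was not tested.

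edgeR with the 5 shared conditions at T2 gave these Bi-26 counts between FLs: 1 for DFL against 2′FL at T2 (main 0) and 2 for 3FL against 2′FL at T2 (main 0), and the cause was not tested.

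DESeq2's size factors in edgeR gave these Bi-26 counts between FLs: 1 for DFL against 2′FL at T3 (main 2), and the cause was not tested.

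Scaling by total counts alone gave these Bi-26 counts of genes against no carbon: 1053 for 2′FL (main 656), 1085 for 3FL (main 656) and 1137 for DFL (main 742). Bi-26 counts between FLs: 0 for DFL against 2′FL at T3 (main 2) and 0 for DFL against 3FL at T3 (main 9). For Bi-26 counts against lactose it gave 30 for DFL (main 46). It gave Bi-26 genes called on all 4 carbon sources of 797 (main 440). Total of the comparisons between FLs: 9 (main 23). For Bi-26 genes past the fold threshold at any p it gave 1069 for 2′FL (main 666), 1114 for 3FL (main 667) and 1174 for DFL (main 747). It gave mean fold increase of Blon_2202 to Blon_2204 in Bi-26 of 73.5 for 2′FL (main 29.2), 71.9 for 3FL (main 31.8) and 53.3 for DFL (main 23.3). Mean fold increase of Blon_2305 to Blon_2310 in the type strain: 9.47 for 2′FL (main 8.40). For mean fold increase of Blon_2305 to Blon_2310 in Bi-26 it gave 20.5 for 2′FL (main 8.27), 23.4 for 3FL (main 10.6) and 14.5 for DFL (main 6.49). It gave mean fold increase of Blon_2337 to Blon_2340 in Bi-26 of 9.54 for 2′FL (main 3.52), 6.93 for 3FL (main 2.85) and 7.23 for DFL (main 2.94). For the Bi-26 values against no carbon, this scaling leaves in the effect of the abundant hypothetical gene by construction. For the others the cause was not tested.

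Replicate number as a block gave these type strain counts of genes against no carbon: 24 for glucose (main 14). For Bi-26 counts between FLs it gave 4 for DFL against 2′FL at T3 (main 2), and the cause was not tested.

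Subtracting the background gave these type strain counts of genes against no carbon: 40 for DFL (main 19). It gave type strain genes past the fold threshold at any p of 151 for DFL (main 41), and the cause was not tested.

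The 500 most variable genes gave these Bi-26 PCA percentages: 39.4 for PC1 variance (main 35.7) and 24.1 for PC2 variance (main 25.1). Type strain PCA percentages: 94.0 for PC1 between carbon sources (main 92.0) and 85.9 for PC2 between carbon sources (main 61.9), and the cause was not tested.

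Variance-stabilized values of the 500 most variable genes gave these Bi-26 PCA percentages: 42.5 for PC1 variance (main 35.7) and 24.7 for PC2 variance (main 25.1). For type strain PCA percentages it gave 96.8 for PC1 between carbon sources (main 92.0) and 89.1 for PC2 between carbon sources (main 61.9), and the cause was not tested.

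Scaling each gene gave these Bi-26 PCA percentages: 31.7 for PC1 variance (main 35.7) and 24.0 for PC2 variance (main 25.1). It gave type strain PCA percentages of 48.7 for PC1 variance (main 55.9), 89.0 for PC1 between carbon sources (main 92.0) and 63.0 for PC2 between carbon sources (main 61.9), and the cause was not tested.

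Leaving out all no carbon libraries gave these Bi-26 PCA percentages: 42.3 for PC1 variance (main 35.7), 15.2 for PC2 variance (main 25.1), 1.44 for PC1 between carbon sources (main 86.6) and 0.643 for PC2 between timepoints (main 76.6). Type strain PCA percentages: 91.6 for PC1 between carbon sources (main 92.0) and 46.9 for PC2 between carbon sources (main 61.9), and the cause was not tested.

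A geometric mean over genes gave these mean fold increase of Blon_2305 to Blon_2310 in the type strain: 7.45 for 2′FL (main 8.40) and 7.32 for DFL (main 8.57). For mean fold increase of Blon_2305 to Blon_2310 in Bi-26 it gave 5.64 for 2′FL (main 8.27), 7.34 for 3FL (main 10.6) and 4.57 for DFL (main 6.49). It lies below the arithmetic mean by construction.

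With 1 library left out, or 1 replicate of every condition for the PCA, the lowest and highest values were as follows. Type strain counts of genes against no carbon: 50 to 144 for 2′FL, 153 to 373 for 3FL, 11 to 50 for DFL, 0 to 109 for glucose and 5 to 25 for fucose. Type strain counts against lactose: 65 to 75 for 2′FL. Bi-26 counts between FLs: 0 to 6 for DFL against 3FL at T1, 0 to 5 for DFL against 3FL at T2, 0 to 1 for 3FL against 2′FL at T2, 0 to 17 for DFL against 2′FL at T3, 0 to 11 for DFL against 3FL at T3 and 0 to 3 for 3FL against 2′FL at T3. Bi-26 counts against lactose: 8 to 41 for 2′FL, 9 to 22 for 3FL and 12 to 86 for DFL. Total of the comparisons between FLs: 12 to 41. Bi-26 PCA percentages: 40.3 to 41.1 for PC1 variance, 27.3 to 27.7 for PC2 variance and 85.6 to 97.4 for PC1 between carbon sources. Type strain PCA percentages: 56.6 to 62.9 for PC1 variance and 13.7 to 21.1 for PC2 variance. Mean fold increase of Blon_2202 to Blon_2204 in Bi-26: 18.8 to 27.2 for DFL. Percent by which Blon_2202 to Blon_2204 were lower on DFL: 13.7 to 31.4. Mean fold increase of Blon_2305 to Blon_2310 in the type strain: 7.67 to 8.53 for 2′FL and 7.81 to 8.96 for DFL. Mean fold increase of Blon_2305 to Blon_2310 in Bi-26: 5.80 to 7.30 for DFL. Mean fold increase of Blon_2337 to Blon_2340 in Bi-26: 2.54 to 4.96 for 2′FL and 2.13 to 4.04 for DFL. Time course calls of Blon_2305 to Blon_2310 in Bi-26: 0 to 3. An arm then holds 1 library, which was assumed to vary like the other groups. The cause was not tested.

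Replicate numbers were checked as blocks across conditions. The differences between replicates 1 and 2 of a condition correlated across genes with those of other conditions at r from -0.574 to 0.624 in the type strain and from -0.395 to 0.631 in Bi-26, with medians of 0.139 and 0.102. Of the pairs of conditions, 11 of 21 and 39 of 78 lay above 0.1 and 4 and 16 below -0.1. They lean to positive values without being positive throughout, and whether the numbers pair cultures stays open. The replicate block was run as an alternative, and the counts it moved are given above. Among the calls of named genes it lost 4 and gained 1. The interaction of strain and 3FL for Blon_0650 is among those lost. Leaving out ribosomal and transfer RNA genes was not run, since the tables hold no such genes. Splits of a group and outlier tests within a group were not run, since each group has n = 2.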

Differences from the paper's values

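The T3 comparisons of 2′FL and 3FL with no carbon were chosen only after the result was seen, and the other alternatives named in this part were set before the data were examined. A value comes within when it and the paper's lie at most 1.5 times apart.

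For the type strain on glucose the paper shows about 9 genes in Fig. 6, read by eye, and the count here was 14. Of 14 alternatives set before the data were examined, 2 come within: 9 with only the paired genes and 13 without glucose replicate 2. The others do not.

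For Blon_2202 to Blon_2204 in Bi-26 the paper's mean fold increase is 100 on 2′FL and 3FL and 74 on DFL. The means here were 29.2, 31.8 and 23.3. Of 7 alternatives set before the data were examined for each, only scaling by total counts alone comes within, with 73.5, 71.9 and 53.3.

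For Blon_2305 to Blon_2310 in Bi-26 the paper's increase is over 30, a lower limit, and the means here were 8.27 on 2′FL, 10.6 on 3FL and 6.49 on DFL. Of 7 alternatives set before the data were examined for each, none reached 30. On 2′FL (20.5) and 3FL (23.4) scaling by total counts alone lies at most 1.5 times below it, and on DFL none does.

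For Blon_2337 to Blon_2340 in Bi-26 the paper's value is 4.5, and the means here were 2.85 on 3FL and 2.94 on DFL. Of 7 alternatives set before the data were examined for each, those without replicate 2 of no carbon (3.92 and 4.04), without 3FL replicate 2 (3.17) and without DFL replicate 2 (3.03) come within. The others do not.

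The paper states that lactose changed the most genes in both strains. In Bi-26 lactose gave 647 here, below 656 on 2′FL and on 3FL and 742 on DFL, and the paper's own Bi-26 count on DFL is also above its count on lactose. On glucose and on fucose the type strain had 14 genes each with edgeR, where the paper puts glucose lower. DESeq2 put glucose below fucose, with 25 and 33 for all libraries and 18 and 33 for 2 groups only, as did the paired genes with 9 and 11. Testing against the fold threshold itself also put glucose below fucose. At the 1.5-fold threshold glucose was above fucose, with 73 and 16. edgeR with 2 groups only and replicate number as a block each raised the glucose count by over 1.5 times, and neither moved the fucose count by as much. Between FLs 23 calls remained over the 9 comparisons, where the paper reports none at all. At T2 edgeR with all libraries gave 0 for DFL against 2′FL, DFL against 3FL and 3FL against 2′FL, where edgeR with 2 groups only gave 25, 3 and 10, edgeR with the 5 shared conditions 1, 0 and 2, DESeq2 with all libraries 5, 7 and 4, and DESeq2 with 2 groups only 27, 10 and 16.

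Blon_2305 was not induced in Bi-26 (-0.12, 0.81 and 0.28 on 2′FL, 3FL and DFL), and only scaling by total counts called it, on 3FL and DFL. No peak of Blon_2310 at T1 was called, with log2 changes from T2 of -0.37, 0.39 and 0.32, and T1 had the highest CPM on 3FL only (648, against 493 at T2 and 380 at T3). The enzyme genes were not higher at T2 than at T1. In the type strain operon at Blon_2337 to Blon_2340 only Blon_2337 was called on 3FL (1.58), a call lost without 3FL replicate 2 or no carbon replicate 2, and all 4 genes passed the 1.5-fold threshold there. The interaction of strain and 3FL was not called for Blon_2337 (-0.06). Blon_0426 did not pass on DFL in Bi-26 (1.42), and the 1.5-fold threshold and scaling by total counts called it. The rise of Blon_0131 at T3 was not limited to DFL (2.07), with 2.74 on 2′FL and 2.98 on 3FL.

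Among falls, Blon_2171 was not lower in the type strain (0.45, 0.54 and 0.43), and 4 of 7 genes of its cluster were called on 2′FL and 3 on 3FL. At the 1.5-fold threshold the numbers were 6 and 6. On DFL the type strain genes called down were Blon_2175, a family 20 glycosyl hydrolase gene and a permease gene, with -1.59, -2.07 and -1.65, and none of them is a hypothetical gene in the table. Blon_2183 had -0.42 on glucose in the type strain and was not called under any alternative.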

Other observations

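The observations in this part were picked only after the result was seen.

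At T3 in Bi-26, 757 genes were called on DFL, 667 on 2′FL and 685 on 3FL against no carbon at T2. Between timepoints, 95 genes differed from T2 to T3 on 2′FL, 146 on 3FL and 0 on DFL, and 9, 0 and 30 from T1 to T2. As a hypothesis, cultures on DFL may have stayed in 1 growth state for longer, which sampling by time and by density in the same cultures would test. Counts between FLs at T3 ranged from 0 to 17 for DFL against 2′FL with a library left out, so single cultures could also give this.

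On fucose 12 of the 14 type strain genes were also called on DFL. As a hypothesis, free fucose or a product of its breakdown could be the signal of the fucosyllactose clusters in the type strain. The fucose count ran from 5 to 25 with a library left out. Growing both strains on fucose with lactose would test it.

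At T1 in Bi-26, 6 genes were higher on 3FL than on 2′FL and DFL, among them neighboring α-glucosidase genes and a regulator of an MSM operon. The DFL comparison gave 0 genes without DFL T1 replicate 1. As a hypothesis, 3FL cultures may have met another sugar, and measuring the sugars in the medium at T1 would test it.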
